# Transcriptome profile analysis of young floral buds of fertile and sterile plants from the self-pollinated offspring of the hybrid between novel restorer line NR1 and *Nsa* CMS line in *Brassica napus*

**DOI:** 10.1186/1471-2164-14-26

**Published:** 2013-01-16

**Authors:** Xiaohong Yan, Caihua Dong, Jingyin Yu, Wanghui Liu, Chenghong Jiang, Jia Liu, Qiong Hu, Xiaoping Fang, Wenhui Wei

## Abstract

**Background:**

The fertile and sterile plants were derived from the self-pollinated offspring of the F_1_ hybrid between the novel restorer line NR1 and the *Nsa* CMS line in *Brassica napus*. To elucidate gene expression and regulation caused by the A and C subgenomes of *B*. *napus*, as well as the alien chromosome and cytoplasm from *Sinapis arvensis* during the development of young floral buds, we performed a genome-wide high-throughput transcriptomic sequencing for young floral buds of sterile and fertile plants.

**Results:**

In this study, equal amounts of total RNAs taken from young floral buds of sterile and fertile plants were sequenced using the Illumina/Solexa platform. After filtered out low quality data, a total of 2,760,574 and 2,714,441 clean tags were remained in the two libraries, from which 242,163 (Ste) and 253,507 (Fer) distinct tags were obtained. All distinct sequencing tags were annotated using all possible CATG+17-nt sequences of the genome and transcriptome of *Brassica rapa* and those of *Brassica oleracea* as the reference sequences, respectively. In total, 3231 genes of *B*. *rapa* and 3371 genes of *B*. *oleracea* were detected with significant differential expression levels. GO and pathway-based analyses were performed to determine and further to understand the biological functions of those differentially expressed genes (DEGs). In addition, there were 1089 specially expressed unknown tags in Fer, which were neither mapped to *B*. *oleracea* nor to *B*. *rapa*, and these unique tags were presumed to arise basically from the added alien chromosome of *S*. *arvensis*. Fifteen genes were randomly selected and their expression levels were confirmed by quantitative RT-PCR, and fourteen of them showed consistent expression patterns with the digital gene expression (DGE) data.

**Conclusions:**

A number of genes were differentially expressed between the young floral buds of sterile and fertile plants. Some of these genes may be candidates for future research on CMS in *Nsa* line, fertility restoration and improved agronomic traits in NR1 line. Further study of the unknown tags which were specifically expressed in Fer will help to explore desirable agronomic traits from wild species.

## Background

The novel allo-cytoplasmic male sterility (CMS) system, *Nsa* CMS line, and the corresponding restorer system, NR1 line, have been successfully developed from somatic hybrids between *Brassica napus* (oilseed rape) and its wild relative *Sinapis arvensis* (Yeyou 18, Xinjiang wild mustard from northwestern China) by fusing mesophyll protoplasts [1,2]. Yeyou 18, a Chinese wild population cataloged into *S*. *arvensis* based on genetic analyses [3], possesses valuable agricultural traits such as enhanced resistance to *Sclerotinia sclerotiorum*, *Leptosphaeria maculans* and insects, greater tolerance to low temperatures and drought, low contents of erucic acid and glucosinolates [4], as well as a low incidence of pod shattering [5,6]. The *Nsa* CMS line contains the *S*. *arvensis* cytoplasm, which is essentially different from other rapeseed CMS systems such as *ogu*[7], *nap*[8], *pol*[9], *tour*[10] and *hau*[11], based on their origins and molecular characterization [12]. And the cytoplasmic sterile gene in the *Nsa* CMS line was likely derived from the *S*. *arvensis* parent [13]. Furthermore, the *Nsa* CMS line is more stable to temperature changes compared to *pol* and *nap*[2]. NR1, as a *B*. *napusS*. *arvensis* disomic alien addition line, carries one pair of homologous chromosomes from *S*. *arvensis* and 19 chromosome pairs from *B*. *napus*, and displays important agricultural characters which arise from the alien chromosomes, such as fertility restoration ability to *Nsa* CMS line, low erucic acid and low glucosinolate contents, *S*. *sclerotiorum* resistance and pod shattering resistance [14].

Fertile and sterile plants were derived from the self-pollinated offspring of the F_1_ hybrid between the novel restorer line NR1 and the *Nsa* CMS line. Because NR1 contains one *S*. *arvensis* homologous chromosome pair, on which the restorer genes reside, F_1_ hybrids from NR1 crossed to *Nsa* CMS line are monosomic [14]. The fertility segregation was observed in self-pollinated plants of F_1_ hybrid because of the loss of added chromosome, producing fertile and sterile plants, which possess the identical cytoplasmic genetic background arising from *Nsa* CMS line and similar nuclear genetic background arising from *B*. *napus*, except one or two members of the added *S*. *arvensis* alien chromosome pair in fertile plants. Floral morphology of fertile plants are normal, whereas sterile plants have stamens reduced in size, abnormal anthers and no pollen produced.

To elucidate gene expression and regulation caused by the A and C subgenomes, alien chromosome and cytoplasm from *S*. *arvensis* during the development of young floral bud, especially stamens, we performed a genome-wide high-throughput transcriptomic sequencing for young floral buds of sterile and fertile plants. The transcriptome is the complete set and quantity of transcripts in a cell at a specific developmental stage or under a physiological condition, providing information on gene expression, gene regulation, and amino acid content of proteins [15]. Therefore, transcriptome analysis is essential to interpret the functional elements of the genome and reveals the molecular constituents of cells and tissues. Because of the deep coverage and single base-pair resolution provided by the next-generation sequencing instrument, digital gene-expression (DGE), driven by Solexa/Illumina technology, is an efficient method to analyze transcriptome data. Base on genome-wide expression profiles by sequencing, DGE is able to identify, quantify, and annotate expressed genes on the whole genome level without prior sequence knowledge, opening doors to higher confidence target discovery and pathway studies. This technique has also been widely used in plant research. DGE analysis using Solexa sequencing was performed to identify candidate genes encoding enzymes responsible for the *Siraitia grosvenorii* triterpene biosynthesis [16]. High-throughput tag-sequencing analysis based on the Solexa Genome Analyzer platform was applied to analyze the gene expression profiling of cucumber plant and revealed the comprehensive mechanisms of waterlogging-responsive transcription [17]. Using the Solexa sequencing system, the transcriptomes were compared between seedlings of two soybean varieties to find genes associated with nitrogen use efficiency [18]. Early developing cotton fiber was analyzed by deep-sequencing, and differential expression patterns of genes in a fuzzless/lintless mutant were revealed [19]. DGE signatures were also used to study maize development, and the results from that study provided a basis for the analysis of short-read expression data and resolved specific expression signatures that will help define mechanisms of action of the maize RA3 gene [20]. In addition, Solexa / Illumina technology was used to analyze gene expression during female flower development [21] and gene expression of *Sinapis alba* leaves under drought stress and rewatering growth conditions [22]. Overall, the DGE approach has provided more valuable tools for qualitative and quantitative gene expression analysis than the previous micro array-based assays.

Currently, no progress has been made in identifying the genes that specify CMS and fertility restoration in *Nsa* CMS and NR1 system, and little is understood about how expression of these genes influences the physiological, developmental or biochemical processes such that pollen formation is disrupted. In this study, the transcriptomes of young floral buds were compared between fertile and sterile plants using the Solexa sequencing system. By investigating the expression of genes related to young floral bud development, a number of candidate genes that are important in this process were identified. Here, to our knowledge, this study is the first to characterize genome-wide comparative analysis of gene expression in young floral buds between fertile and sterile plants. And these sequencing datasets will serve as a valuable resource for novel gene discovery from Yeyou 18, the Chinese wild population of *S*. *arvensis*, laying the foundation for elucidating the mechanisms of cytoplasmic male sterility, fertility restoration and improved resistance.

## Results

### Selection of fertile and sterile plants

To obtain the plant materials with the closest genetic background, fertile and sterile plants were made from the self-pollinated offspring of the F_1_ hybrid between novel restorer line NR1 and *Nsa* CMS line. The cytoplasmic genetic background of fertile plants is the same as that of sterile plants, arising from *Nsa* CMS line. Both the fertile and sterile plants had the complete set of chromosomes from *B*. *napus*, however, there was one or two members of the added *S*. *arvensis* alien chromosome pair in the fertile plants. And thus there were prominently morphological differences appearing at the early anther stage between fertile and sterile buds which were less than 2 mm in diameter (Figure 1A, B). Anthers of fertile bud were larger and fuller than those of sterile bud (Figure 1B). The corresponding cross sections of anthers at this stage showed that in contrast to this early stage in fertile bud, during which four laterally symmetrical locules developed, with two identical adaxial locules and two identical abaxial locules, in sterile bud the loss of locules per anther was evident (Figure 1C, D). At the late anther stage during which mature pollens were released, floral morphology and architecture of fertile plants were normal, whereas sterile plants had defective male flower organs (stamens reduced in size, abnormal anthers and no pollen produced), and had otherwise normal flowers (Figure 1E, F).

**Figure 1:**
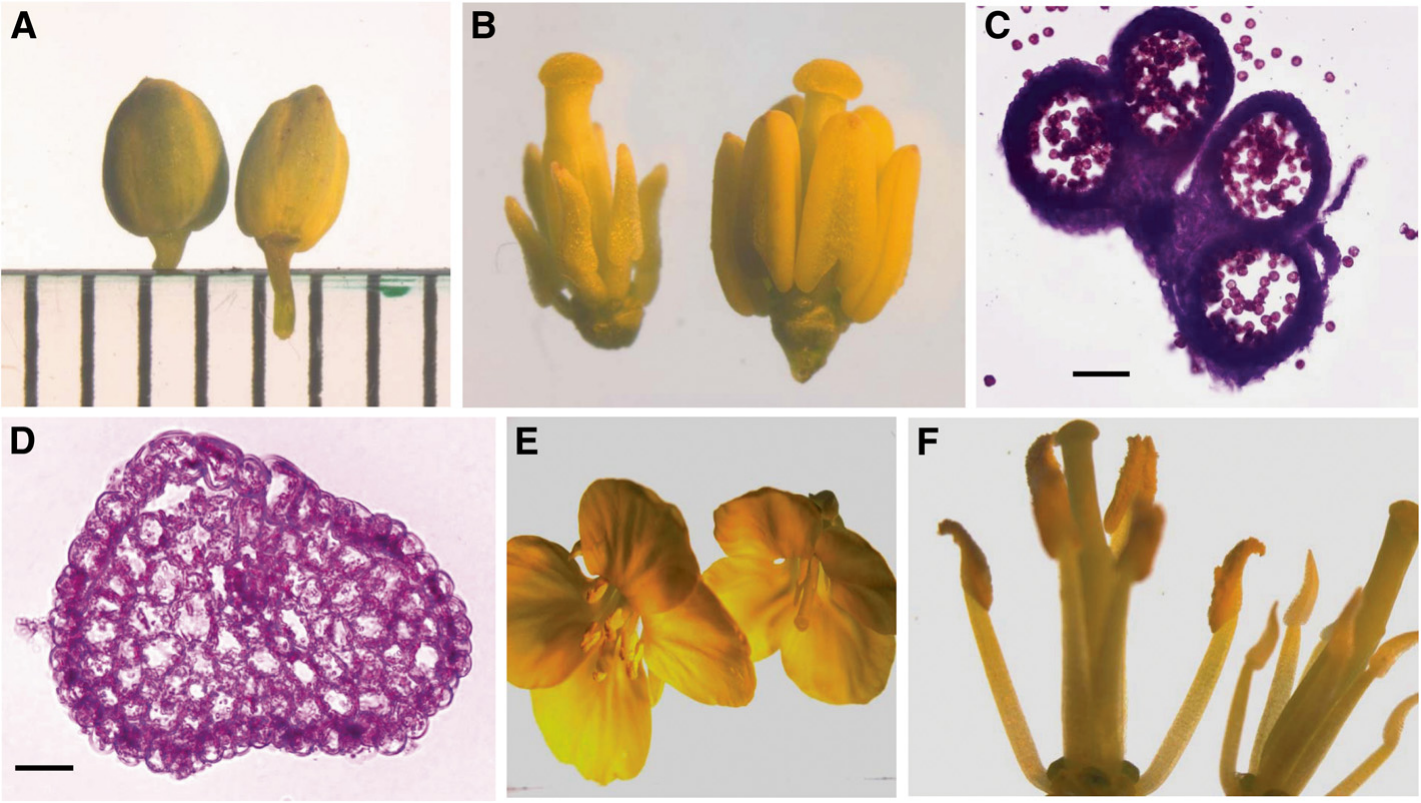
**Comparation of floral morphology between sterile and fertile plants.A**, young buds of sterile and fertile plants (left, fertile; right, sterile); **B**, Anthers corresponding to young buds (left, sterile; right, fertile); **C**, the cross section of fertile anthers; **D**, the cross section of sterile anthers; **E**, mature flowers of sterile and fertile plants (left, fertile; right, sterile); **F**, Anthers corresponding to mature flowers (left, fertile; right, sterile). Scale bars = 50 μm.

CMS-related abnormalities may involve different stages during the formation of male organs and pollen. In many CMS types, the anther development or pollen maturation are impaired. The defect can appear before, during or after meiosis of pollen mother cells resulting in gametophytic or sporophytic CMS types [23]. Although the morphology of normal anther and flower development had been characterized in this study, no detailed morphological comparison of the development of fertile versus sterile anthers was available. To address this, serial sections of fertile and CMS floral buds, representing different development stages of anther, would be compared in further work.

### Solexa sequencing

Table 1 showed that the result of Solexa sequencing and the distribution of distinct clean tags. A total of 4,415,866 and 4,244,140 raw tags were sequenced in sterile plants (Ste) and fertile plants (Fer) libraries, respectively. After filtering out low quality data (tags containing unknown base N and only adaptor tags), 4,199,934 and 4,103,291 tags (designated herein as “clean” tags) remained in Ste and Fer libraries, respectively. To increase the robustness of the approach, single-copy tags in the two libraries (1,439,360 in Ste and 1,388,850 in Fer library) were excluded from further analysis. As a result, a total of 2,760,574 and 2,714,441 clean tags remained from the two libraries, from which 242,163 (Ste) and 253,507 (Fer) distinct tags were obtained. 

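RNA from young floral buds below 2 mm in diameter, pooled from 5 plants per group, gave 1 tag library for sterile plants (Ste) and 1 for fertile plants (Fer), so no difference between the groups has a replicate check. Each tag had 21 nt, the CATG site of the enzyme NlaIII and the 17 bases that follow it. For each library the authors deposited the tags they had assigned to nucleotide records, with the copy number of each tag, the number of tags on each record and its TPM. The records were mRNA entries and expressed sequence tags (ESTs, single reads of cDNA clones). Of the 34480 records with tags, 27099 came from *B*. *napus*, 4527 from *B*. *rapa*, 2030 from *B*. *oleracea* and 817 from *Arabidopsis*, and 33286 were ESTs. None of them carried a *B*. *rapa* or *B*. *oleracea* gene identifier of the kind the paper uses, so records were compared by their descriptions. The records held 400888 tags in Ste and 398571 tags in Fer, which were 14.5% and 14.7% of the clean tags stated in the paper. Each distinct tag was listed for 1 record, and the smallest copy number was 2. The deposited TPM values corresponded to library totals of 2326139 tags (Ste) and 2304520 tags (Fer), which were 84.3% and 84.9% of the clean tags. TPM was computed here from the tag counts and the paper's 2760574 (Ste) and 2714441 (Fer) clean tags. A floor of 3 tags, which was 1.09 TPM in Ste and 1.11 TPM in Fer, was set for records without tags, and records with 2 tags lay under it. Intervals are 95% Wilson confidence intervals, and intervals and floors cover counting error only.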

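On the records, 44458 distinct tags were found in Ste and 47114 in Fer, 2656 more in Fer. There were 11.1 distinct tags per 100 tags in Ste and 11.8 in Fer.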

The Fer library had higher number of distinct tags, and showed higher ratio of number of distinct clean tags to total clean tags, and lower percentage of distinct high copy number tags than Ste library. These data suggested that more genes were detected in the Fer library than in the Ste library, and more transcripts were expressed at lower levels in Fer library. 

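Tags were found on 27158 records in Ste and on 28693 records in Fer, 1535 more in Fer. Both libraries had tags on 21371 of these records, whereas 7322 records had tags in Fer only and 5787 in Ste only. The median number of tags on a record was 7 in Ste and 6 in Fer. When a record needed at least 10 tags to be counted, the order of the libraries changed, with 10630 records in Ste and 10459 in Fer.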

There were 11,344 more distinct tags in the Fer than in the Ste library, possibly representing genes related to floral stamen development. The percentage of distinct tags rapidly declined as copy number increased, indicating only a small portion of the transcripts were expressed at high level in the conditions tested. The frequency of these distinct tags was shown in Table 1, which listed the copy numbers in the range 2–100 or higher, in which the majority of distinct tags (more than 80% from each) were present at low copy numbers (< 10 copies), and less than 20% tags from each library were counted between 11 and 100 times. 

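Of the distinct tags on the records, 34828 in Ste, or 78.3% (95% CI 78.0 to 78.7), and 38068 in Fer, or 80.8% (95% CI 80.4 to 81.2), had 2 to 10 copies. Tags with 11 to 100 copies made up 21.2% (95% CI 20.8 to 21.5) in Ste and 18.8% (95% CI 18.5 to 19.2) in Fer. In both classes the intervals of the libraries did not overlap.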

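More than 100 copies were found for 225 distinct tags in Ste, or 0.506% (95% CI 0.444 to 0.576), and for 188 in Fer, or 0.399% (95% CI 0.346 to 0.460). These intervals overlapped. The 10 records with the most tags held 1.65% of the tags on records in Ste and 3.89% in Fer.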

Only approximately 1.3% tags were detected more than 100 times. The data used in this publication have been deposited in NCBI's Gene Expression Omnibus [24] and are accessible through GEO Series accession number GSE42513 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42513).

**Table 1:** Solexa sequencing tags and the distribution of distinct clean tags in Ste and Fer libraries

	**Ste**	**Fer**
total raw data	4415866	4244140
tags containing N	17065	17032
adaptors	198867	123817
tag copy number =1	1439360	1388850
total clean tag	2760574	2714441
total distinct tag	242163	253507
2–5	162169	170723
6–10	32958	35528
11–20	22111	23436
21–50	16065	15826
51–100	5383	4848
>100	3477	3146

### Annotation analysis of the distinct tag

The full genome sequence for *B*. *napus* is not available. As described by ‘U’s triangle’, the three diploid species *B*. *rapa* (AA genome), *Brassica nigra* (BB genome) and *B*. *oleracea* (CC genome) formed the amphidiploid species *B*. *juncea* (AABB genome), *B*. *napus* (AACC genome) and *B*. *carinata* (BBCC genome) by hybridization [25]. In addition, there was a close relationship between the *S*. *arvensis* and *B*. *nigra*[26]. Therefore, to identify the genes corresponding to the distinct tags in each library, all distinct sequencing tags were annotated using all possible CATG+17-nt sequences of the genome and transcriptome of *B*. *rapa*[27] and those of *B*. *oleracea* (data not shown, the *B*. *oleracea* Genome Project headed by the Oil Crops Research Institute of the Chinese Academy of Agricultural Sciences) as the reference sequences, respectively, allowing only a 1-bp mismatch (Table 2). Altogether, 45, 557 genes (99.56%) and 40, 908 ones (99.35%) had the CATG sites, resulting in a total number of 291, 392 and 282, 216 unambiguous reference tags, respectively, for *B*. *oleracea* and *B*. *rapa*. By assigning the experimental distinct Solexa tags to the virtual reference ones, we observed that 67, 633 (27.93%) and 72, 088 (28.44%) tags were perfectly matched to the *B*. *oleracea* reference genes, 60, 153 (24.84%) and 64, 735 (25.54%) tags were perfectly matched to the *B*. *rapa* reference genes, respectively, in Ste and Fer libraries. Out of the tags matched to reference genes, approximately 10% were mapped to multiple locations, including low complexity tags with poly(A) tails and tags which derived from repetitive sequences and were mapped to highly conserved domains shared by different genes. In addition, approximately 3% tags in two libraries were mapped to the antisense strands, demonstrating that those regions might be bidirectionally transcribed. The tags unmatched to the reference genes were then blasted against the genome of *B*. *rapa* and *B*. *oleracea*, respectively, and approximately 10% tags were matched to the genomic sequences in the two libraries. These might represent non-annotated genes or noncoding transcripts that derived from intergenic regions. As a result of the significant sequencing depth of Solexa technology, incomplete annotation of the genome of *B*. *rapa* or *B*. *oleracea* and one added *S*. *arvenis* chromosome, however, about 25% unmatched tags in each library were observed.

**Table 2:** **Annotation of distinct Solexa tags against reference sequences of*B. rapa *and***B. oleracea, ***respectively**

	**Ste**				**Fer**			
**Reference sequences**	***B.oleracea***		***B.rapa***		***B.oleracea***		***B.rapa***	
Clean distinct tag	242163		242163		253507		253507	
Perfect match(Sense)								
1 tag->1 gene	67633	27.93%	60153	24.84%	72088	28.44%	64735	25.54%
1 tag->n gene	9238	3.81%	7449	3.08%	9908	3.91%	7975	3.15%
1 bp Mismatch(Sense)								
1 tag->1 gene	58766	24.27%	55215	22.80%	58677	23.15%	55444	21.87%
1 tag->n gene	18495	7.64%	16709	6.90%	17955	7.08%	16434	6.48%
Perfect match(Antisense)								
1 tag->1 gene	4560	1.88%	4714	1.95%	4400	1.74%	4581	1.81%
1 tag->n gene	935	0.39%	809	0.33%	839	0.33%	728	0.29%
1 bp Mismatch(Antisense)								
1 tag->1 gene	1770	0.73%	2395	0.99%	1809	0.71%	2530	1.00%
1 tag->n gene	342	0.14%	323	0.13%	368	0.15%	290	0.11%
Mapping to genome								
Perfect match								
1 tag->1 position	9375	3.87%	10515	4.34%	9904	3.91%	11025	4.35%
1 tag->n position	933	0.39%	512	0.21%	1045	0.41%	582	0.23%
1 bp Mismatch								
1 tag->1 position	10448	4.31%	13951	5.76%	11326	4.47%	14545	5.74%
1 tag->n position	2140	0.88%	1560	0.64%	2327	0.92%	1817	0.72%
Reference genes	45758		41174		45758		41174	
Unambiguously matched genes	23909	52.25%	23206	56.36%	25495	55.72%	24819	60.28%
Unknown distinct tag	57528	23.76%	67858	28.02%	62861	24.80%	72821	28.73%

To estimate whether or not the sequencing depth was sufficient for the transcriptome coverage, the sequencing saturation was analyzed in two libraries. The genes that were mapped by all clean tags and unambiguous clean tags increased with the total number of tags. However, when the sequencing counts reached 2 million tags or higher, the number of detected genes was saturated (Additional file 1: Figure S1).

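The clean tags of each library were drawn at random without replacement, 100 times per depth, and the records with a drawn tag were counted. With 1000000 tags, 86.8% of the Ste records and 86.6% of the Fer records were detected. With 2000000 tags, a mean of 26693 records (SD 21.7 over draws) was detected in Ste, 98.3% of those with tags in the whole library. In Fer the mean was 28229 records (SD 18.7 over draws), or 98.4%. For records with at least 10 tags, detection at 2000000 tags reached 76.7% in Ste and 76.3% in Fer. The deposited tags had already been filtered to at least 2 copies. When the single-copy tags of each draw were also removed, 87.9% (Ste) and 88.0% (Fer) of the records were detected. Draws of 2000000 from the totals implied by the deposited TPM took a larger share of each library. They detected 99.6% of the records in both libraries. For records with at least 10 tags they reached 88.9% (Ste) and 88.5% (Fer). With single-copy tags removed they reached 94.3% (Ste) and 94.4% (Fer). The removal of single-copy tags and the implied totals were settings chosen after the data were seen.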

### Differential gene expression between the Ste and Fer libraries

Based on “The significance of digital gene expression profiles” [28], a rigorous algorithm was developed to identify the differentially expressed genes (DEGs) in the two samples. The expression abundance of tag mapped genes in the data sets was analyzed by counting the number of transcripts per million (TPM) clean tags. First, the read density measurement was normalized as described in detail by Benjamini and Yekutieli [29]. FDR ≤ 0.001 and the absolute value of |log2Ratio|≥ 1 were as thresholds to judge the significance of differences in transcript abundance. Differences of tag frequencies that appeared in the Ste and Fer libraries were used for estimating gene expression levels. The distribution of fold-changes in tag number between the two libraries was shown in Figure 2A. The great majority of tags were observed at similar levels, showing a < 5-fold difference in the two libraries. 

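Fold changes of single tags were computed from copies per clean tag for the 29024 distinct tags present on records in both libraries. Of these, 27931 tags, or 96.2% (95% CI 96.0 to 96.4), differed by less than 5-fold. An increase of at least 5-fold in Fer was found for 684 tags, or 2.36% (95% CI 2.19 to 2.54). A decrease of at least 5-fold was found for 409 tags, or 1.41% (95% CI 1.28 to 1.55). When all 62548 distinct tags were included with an absent tag set to 1 copy, the shares were 7.13% for increases and 2.68% for decreases. Tags present in both libraries were made the first choice after the data had been seen.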

Tags with five folds or greater differences in accumulation accounted for 2.31%, including 2.07% tags which increased by at least five folds and 0.24% tags which were decreased by at least five folds in the Fer library (Figure 2A). The transcripts detected with at least two-fold differences in the two libraries were shown in Figure 2B (FDR <0.001). The red dots and green dots represented transcripts higher or lower in abundance for more than two folds in Fer library, respectively. The blue dots represented transcripts that differed less than two folds between the two libraries, which were arbitrarily designated as “no difference in expression” (Figure 2B). By comparing our two Solexa libraries, a great number of differentially expressed transcripts were identified. 

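Each of the 34480 records was tested with the exact test of Audic and Claverie (two-sided) and Benjamini-Hochberg FDR, at FDR of at most 0.001 and an absolute log2 ratio of at least 1, with 0.01 TPM for a record without tags. The test compares the 2 libraries and not the conditions, since it counts sampling error alone. Under these thresholds 1545 records were DEGs, or 4.48% of the records, and 967 of them (62.6%) were up-regulated in Fer and 578 down-regulated. ESTs made up 1482 of these DEGs. With the adjustment of Benjamini and Yekutieli, which the paper cites, 709 records were up-regulated and 371 down-regulated. The setting that moved these numbers most was an assumed biological coefficient of variation (BCV) in edgeR's exact test. At a BCV of 0.2 there were 455 up-regulated and 26 down-regulated records, and at 0.4 there were 153 up-regulated and 0 down-regulated records.

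**Figure D1:**
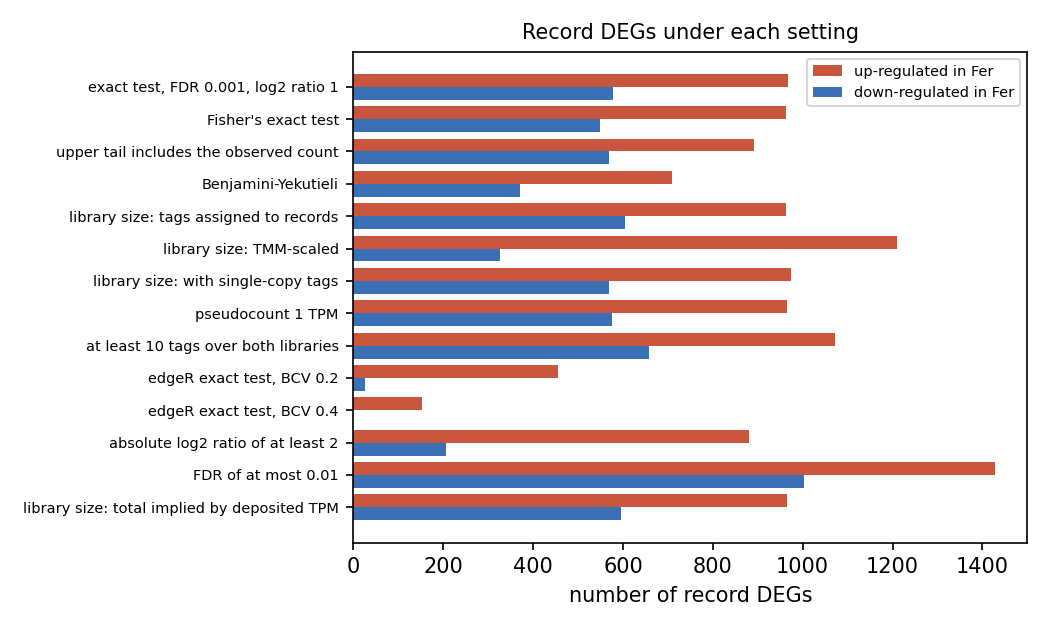
Number of record DEGs (horizontal axis) under each setting (vertical axis), with red bars for records up-regulated in Fer and blue bars for records down-regulated in Fer. Up-regulated records outnumbered down-regulated ones under every setting plotted. The numbers were 967 against 578 with the exact test. They were highest at FDR of at most 0.01, 1429 against 1003, and lowest at a BCV of 0.4, 153 against 0.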

And based on above a rigorous algorithm, there were 3231 genes of *B*. *rapa* (Additional file 2) and 3371 genes of *B*. *oleracea* (Additional file 3) which were detected with significant differential expression levels. These included both up-regulated and down-regulated genes in Fer. 

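Among the 16083 records with tags in both libraries and at least 10 tags, the median log2 ratio of Fer to Ste was -0.28. Scaling the libraries with edgeR's TMM factors, 1.08 for Ste and 0.926 for Fer, raised their log2 ratios by 0.22 and left the median at -0.06. Relative to that shift, 1209 records were up-regulated and 327 down-regulated. A difference of exactly 2-fold needed 156 tags over both libraries to be called.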

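Of the up-regulated records, 528 had no tag in Ste, and 42 of the down-regulated records had no tag in Fer. The fewest tags with which a record found in 1 library alone was called was 15. Another 6794 records with tags in Fer only and 5745 with tags in Ste only did not reach the thresholds. With TMM-scaled libraries 632 DEGs were specific to Fer and 28 to Ste, and at a BCV of 0.4 the numbers were 143 and 0.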

Of the 1855 up-regulated *B*. *rapa* genes, 760 genes were uniquely expressed in Fer, and 44 of the 1376 down-regulated genes were only expressed in Ste, whereas there were 717 genes of the 1886 up-regulated *B*. *oleracea* genes, which were specially expressed in Fer, and 54 of the 1485 down-regulated genes were only expressed in Ste (Figure 3). In addition, there were 1089 specially expressed tags in Fer, which were neither mapped to *B*. *oleracea* nor mapped to *B*. *rapa*, and these unique tags were presumed to localize on the alien chromosome (Additional file 4).

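Of the 1089 tags listed in Additional file 4, 184 (16.9%) were found in the deposited Fer table, each assigned to a record, and 0 in the Ste table. They lay on 130 records. By source of the record, 158 of these tags lay on *B*. *napus*, 19 on *B*. *rapa*, 5 on *B*. *oleracea* and 2 on *Arabidopsis* sequences. The 184 tags had 7371 copies in the Fer table, against the paper's 8721 copies for the same tags, or 84.5% (95% CI 83.7 to 85.3). Copies were fewer than in the paper's list for 175 tags and equal for 9. Of the 130 records, 98 had no Ste tag at all and 110 were DEGs.

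**Figure D2:**
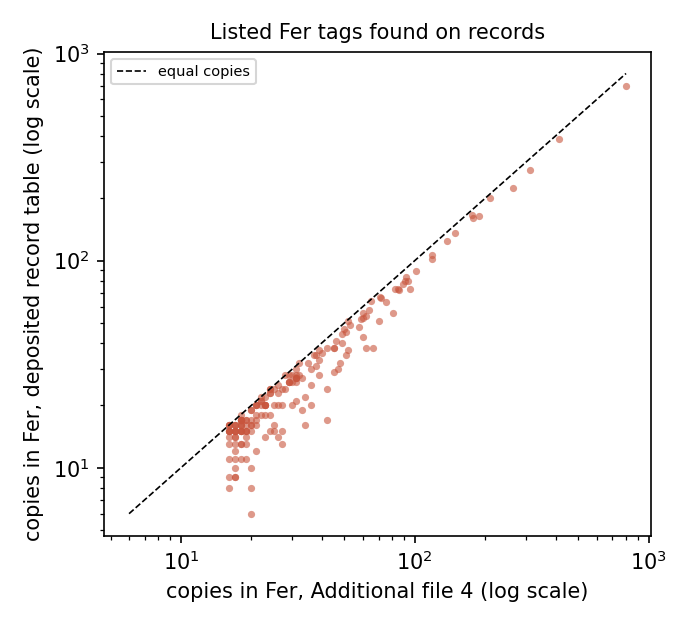
Copies of the 184 listed tags in Fer, as given in Additional file 4 (horizontal axis, log scale) and in the deposited record table (vertical axis, log scale), 1 point per tag. The dashed line marks equal copies; 175 points lie under it and 9 on it.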

**Figure 2:**
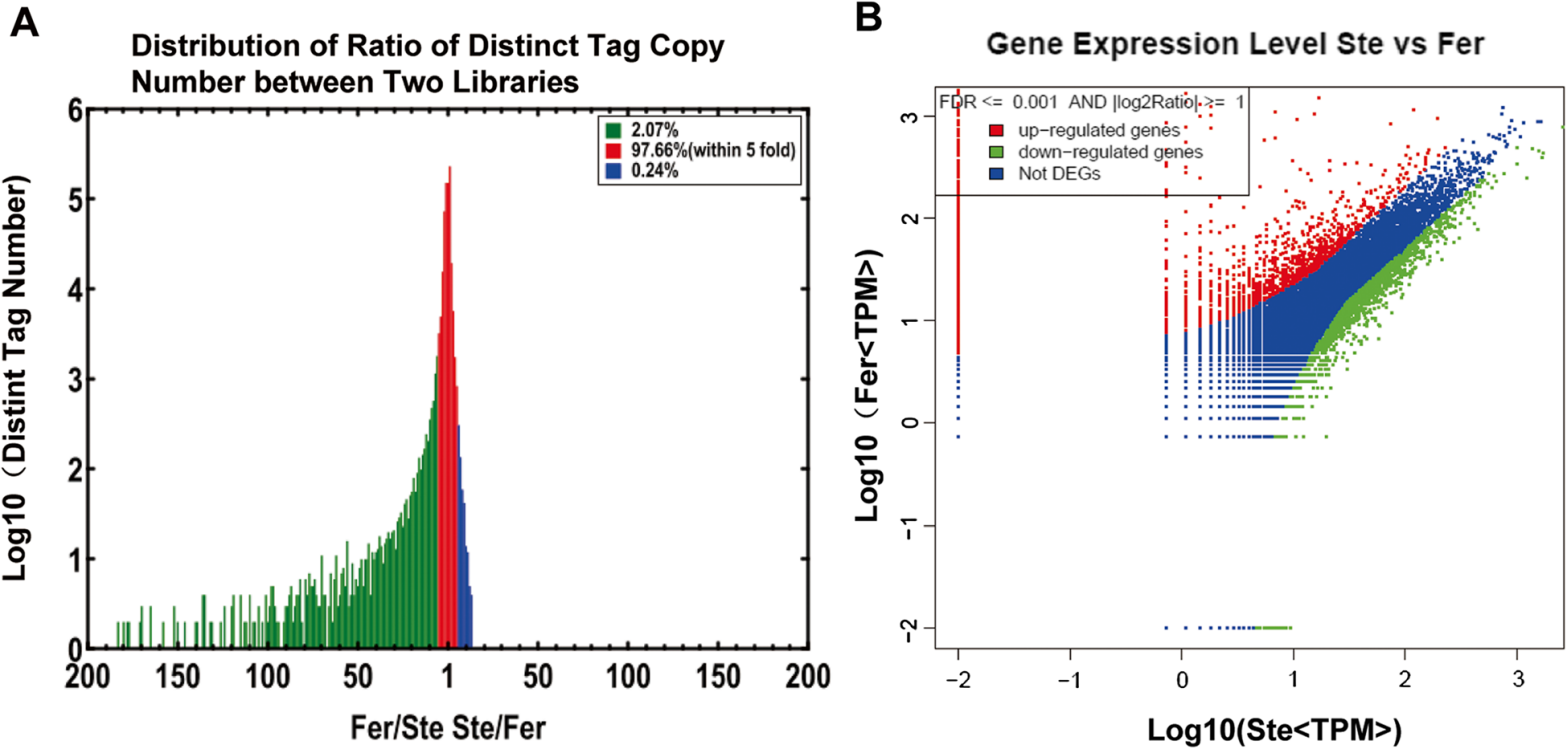
**Differentially expressed tags and corresponding genes in Ste and Fer.A**, Differentially expressed tags in Ste and Fer. The “x” axis represents fold-change of differentially expressed unique tags in two libraries. The “y” axis represents the number of unique tags (log10). Differentially accumulating unique tags with a 5-fold difference between libraries are shown in the red region (97.66%). The blue (0.24%) and green (2.07%) regions represent unique tags that are up- and down-regulated for more than 5 folds in the Fer and Ste libraries, respectively. **B**, Comparision of gene expression levels between the two libraries. For comparing gene expression levels between the two libraries, each library was normalized to 1 million tags. Red dots represent transcripts more prevalent in Fer library, green dots show those present at a lower frequency in Fer and blue dots indicate transcripts that did not change significantly. The parameters “FDR <0.001” and “log2 Ratio ≥ 1” were used as the threshold to judge the significance of gene expression difference.

**Figure 3:**
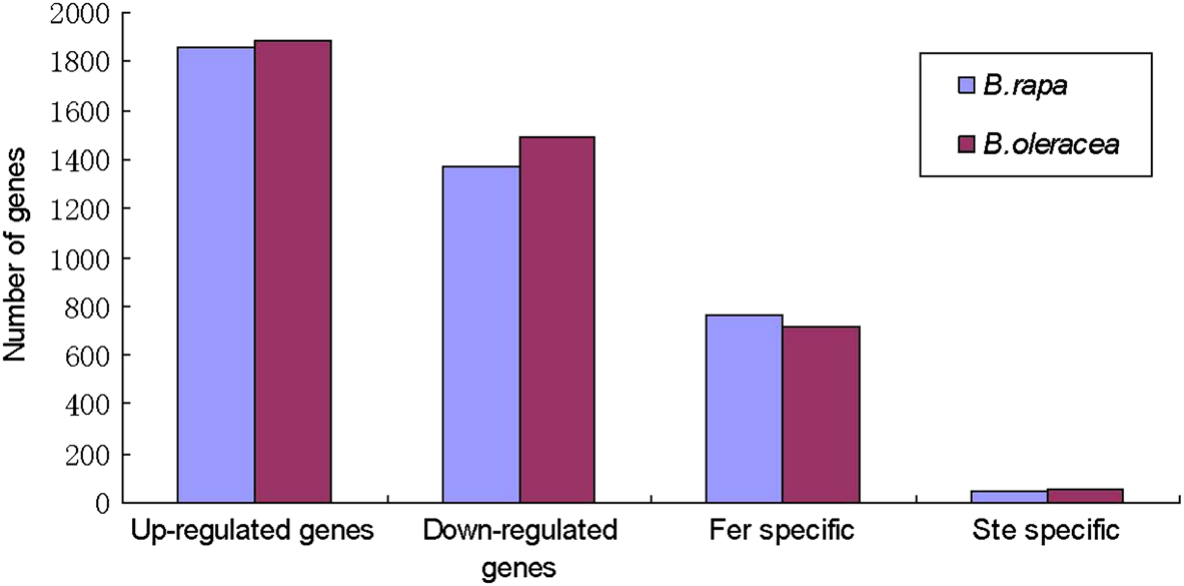
**Changes in gene expression in Fer and Ste libraries.** Numbers of up-regulated, down-regulated, specific to Fer and specific to Ste genes were summarized.

### Gene Ontology functional analysis of DEGs

Gene Ontology (GO) is an international standardized gene functional classification system that describes properties of genes and their products in any organism, containing three ontologies: molecular function, cellular component and biological process. A total of 3,231 DEGs of *B*. *rapa* and 3371 DEGs of *B*. *oleracea* that could be categorized into 70 categories were found (Figure 4). These DEGs were involved in biochemistry, metabolism, growth, development, and apoptosis. Among the biological process category, metabolic process (about 45%) was the most dominant group, followed by cellular process (about 41%), response to stimulus (about 23%), and developmental process (about 12%). There were two special processes, including cell killing which was unique to *B*. *rapa*, and locomotion which was unique to *B*. *oleracea*. Regarding molecular functions, 43.3% of the *B*. *rapa* unigenes and 42% of the *B*. *oleracea* unigenes were assigned to binding, followed by catalytic activity (42.1% for *B*. *rapa*, 41.3% for *B*. *oleracea*), transporter activity (5.3% for both), and structural molecule activity (2.1% for *B*. *rapa*, 2.3% for *B*. *oleracea*). And metallochaperone function was unique to *B*. *rapa*. In the cellular compo-nent category, cell and cell part (62.4% for both) were the dominant groups, followed by intracellular (45.9% for *B*. *rapa*, 46.7% for *B*. *oleracea*) and intracellular part (45.8% for *B*. *rapa*, 46.5% for *B*. *oleracea*).

**Figure 4:**
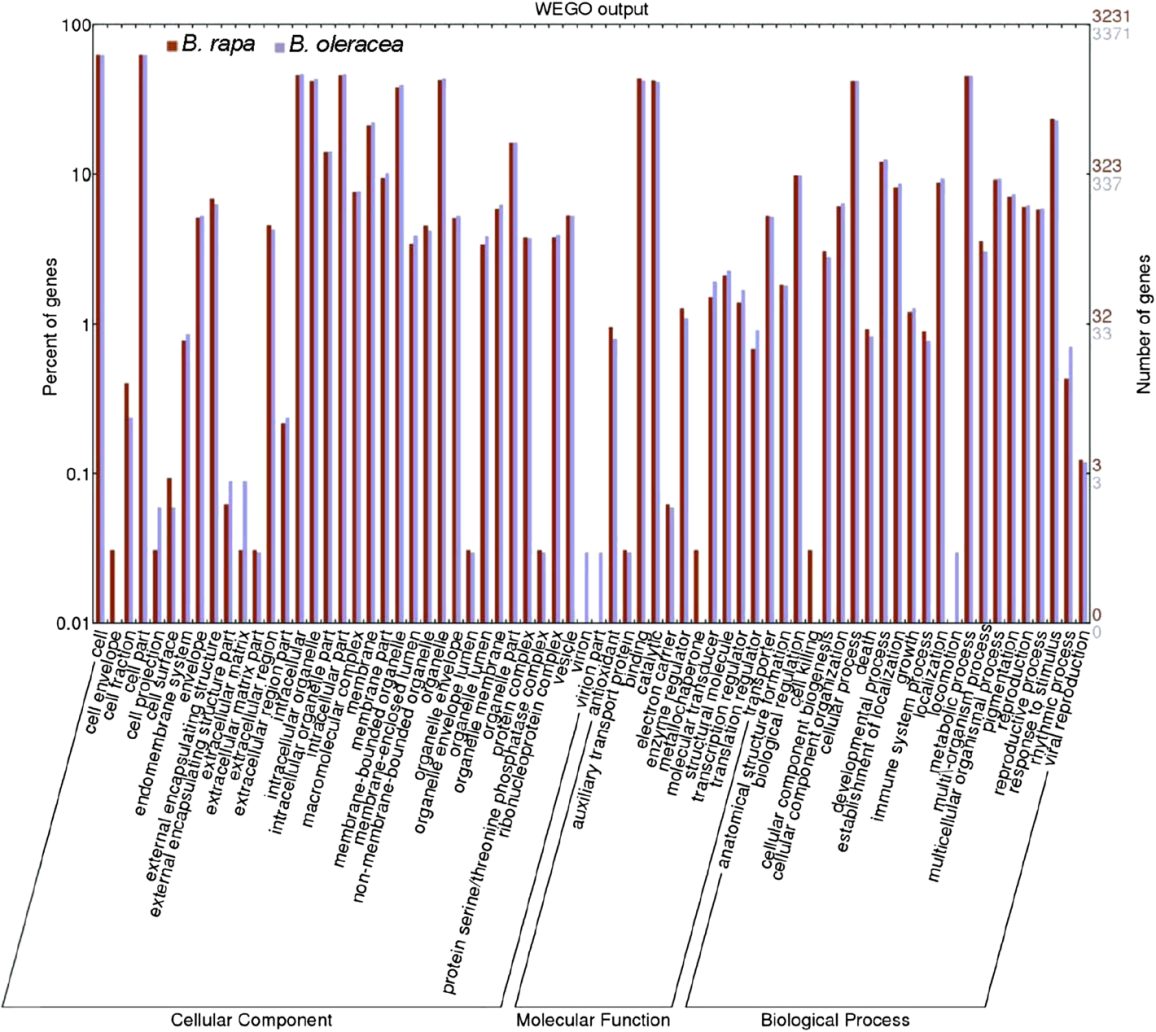
**Histogram showing Gene Ontology functional analysis of DEGs.** The frequency of GO terms was analyzed using GO Slim Assignment. The y-axis and x-axis indicate the names of clusters and the ratio of each cluster, respectively.

To reveal significantly enriched GO terms in DEGs comparing to the genome background, GO enrichment analysis of functional significance was performed. The GO term with P ≤ 0.05 was defined as significantly DEGs enriched GO term. This analysis allowed us to determine the major biological functions, biological processes and cellular components with which DEGs were associated. For molecular function, significantly enriched GO terms of DEGs in *B*. *rapa* (Additional file 5) and *B*. *oleracea* (Additional file 6) included transferase activity (transferring acyl groups), aldehyde-lyase activity and oxidoreductase activity, and zinc ion transmembrane transporter activity was specific to *B*. *rapa*. For enriched biological processes, there were 19 GO terms of DEGs from *B*. *oleracea* (Additional file 7) and 28 GO terms of DEGs from *B*. *rapa* (Additional file 8), which participated in morphogenesis (pollen wall assembly, pollen exine formation, cellular component assembly involved in morphogenesis, anatomical structure formation involved in morphogenesis), development (pollen development, gametophyte development), metabolic process (small molecule metabolism, fatty acid biosynthetic metabolism, alcohol metabolic metabolism), ion transport (cadmium ion transport, di-, tri-valent inorganic cation transport), lipid localization and response to stimulus (response to metal ion, response to inorganic substance).

### Pathway analysis for DEGs

Different genes cooperate to achieve their biological functions. Pathway-based analysis helps to further understand the biological functions of DEGs. Biological pathways, including metabolic pathways, signal transduction pathways, protein transport and degradation pathways, and genetic information processing pathways, were identified by KEGG pathway analysis of the DEGs, using the major public pathway-related database [30]. Obtained pathways corresponding to DEGs from *B*. *oleracea* and *B*. *rapa* were listed in Additional files 9 and 10, respectively. Significantly enriched pathways that up-regulated and down-regulated genes were involved in were identified by the same statistical algorithms used in the GO analysis. In this study, the enriched pathways were ‘metabolic pathways’ (1888 members for *B*. *rapa*, 1,886 for *B*. *oleracea*) which were large complexes comprising several metabolism patterns, such as ‘amino acid metabolism’, ‘carbohydrate metabolism’, ‘nitrogen metabolism’ and ‘biosynthesis of other secondary metabolites’, ‘cellular process pathways’ (79 members for *B*. *oleracea*, 22 for *B*. *rapa*), ‘genetic information processing pathways’ (51 members for *B*. *oleracea*) and ‘organismal systems pathways’ (9 members for *B*. *rapa*) (Figure 5). And genomic manipulation of these genes which were involved in pathways might be important for elucidate the mechanisms of cytoplasmic male sterility, fertility restoration and improved resistance.

**Figure 5:**
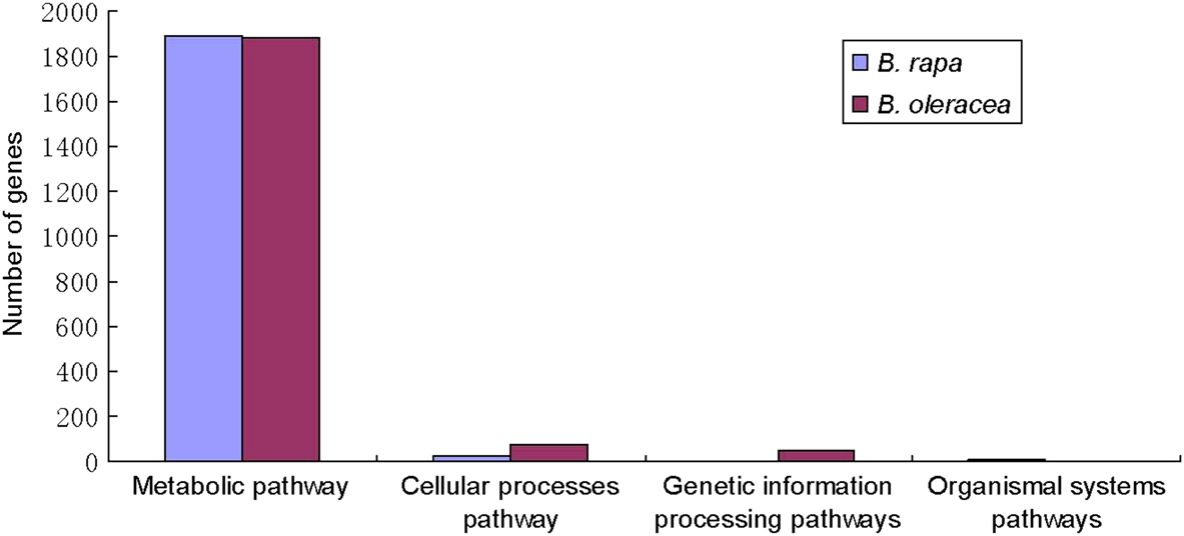
**The summary enriched pathways of DEGs in *B. rapa *and *B. oleracea.***

### Expressed genes specific to sterile and fertile plants

Fertile plants carry one or two members of an added homologous chromosome pair from *S*. *arvenis* besides the complete set of chromosomes of *B*. *napus* compared with sterile plants. It was proposed that DEGs specific to fertile plants comprised genes associated with floral development and fertility restoration, whereas DEGs specific to sterile plants may be involved in CMS. 

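The Fer-specific record DEGs held 46918 tags, 11.8% of all Fer tags on records, whereas the Ste-specific ones held 783 tags, 0.195% of the Ste tags. The deposited tables pair no gene names with the ESTs. The Fer-specific records with the most tags were the *B*. *napus* EST clone MPIZp1022I074Q with 4058 Fer tags (1495 TPM, 95% CI 1450 to 1542), the *B*. *napus* mRNA for male sterility protein 2 and the EST clone RFO2111A21 with 1222 Fer tags (450.2 TPM, 95% CI 425.6 to 476.1). The 3 Ste-specific records with the most tags had 31, 28 and 25 Ste tags, the one with 28 (10.1 TPM, 95% CI 7.02 to 14.7) being clone KBPL-39H10 of a *B*. *rapa* pollen library. Among records with tags in both libraries, the 3 largest log2 ratios were 9.27 (2 Ste and 1217 Fer tags), 8.51 (6 and 2146) and 7.23 (2 and 295), all on ESTs of early or very early *B*. *napus* anthers. The smallest log2 ratios were -4.02 (33 and 2 tags), -3.85 (44 and 3 tags, clone KHRT-79G03 of a *B*. *rapa* root library) and -3.78 (42 and 3 tags). At a BCV of 0.2 all 12 of these records were called; at 0.4 the 6 records higher in Fer were still called, and none of the 6 records higher in Ste was. Starting from the chromosomes that fertile plants carry in addition, the paper proposes that DEGs with transcripts in Fer alone include genes for floral development and fertility restoration, and that those with transcripts in Ste alone may have a part in CMS.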

Using *B*. *rapa* as reference, a total of 760 DEGs were only expressed in fertile plants, and 44 DEGs were specific to sterile plants, while using *B*. *oleracea* as reference, a total of 717 DEGs were only expressed in fertile plants, and 54 DEGs were specific to sterile plants (Figure 3). By comparing the GO terms of these DEGs, for cellular component, GO terms which were exclusive to fertile plants contained cell envelope, cell projection, endomembrane system, extracellular region part, membrane-enclosed lumen, non-membrane-bounded organelle, organelle lumen and organelle membrane, whereas only cell fraction GO term was specific to sterile plants. For molecular function, GO terms only belonging to fertile plants were enzyme regulator, structural molecule, transcription regulator and translation regulator. For biological process, four GO terms were specific to fertile plants, including anatomical structure formation, cellular component biogenesis, cellular component organization and rhythmic process. No GO terms were specific to sterile plants for molecular function and biological process. The above results were shown in Figure 6.

**Figure 6:**
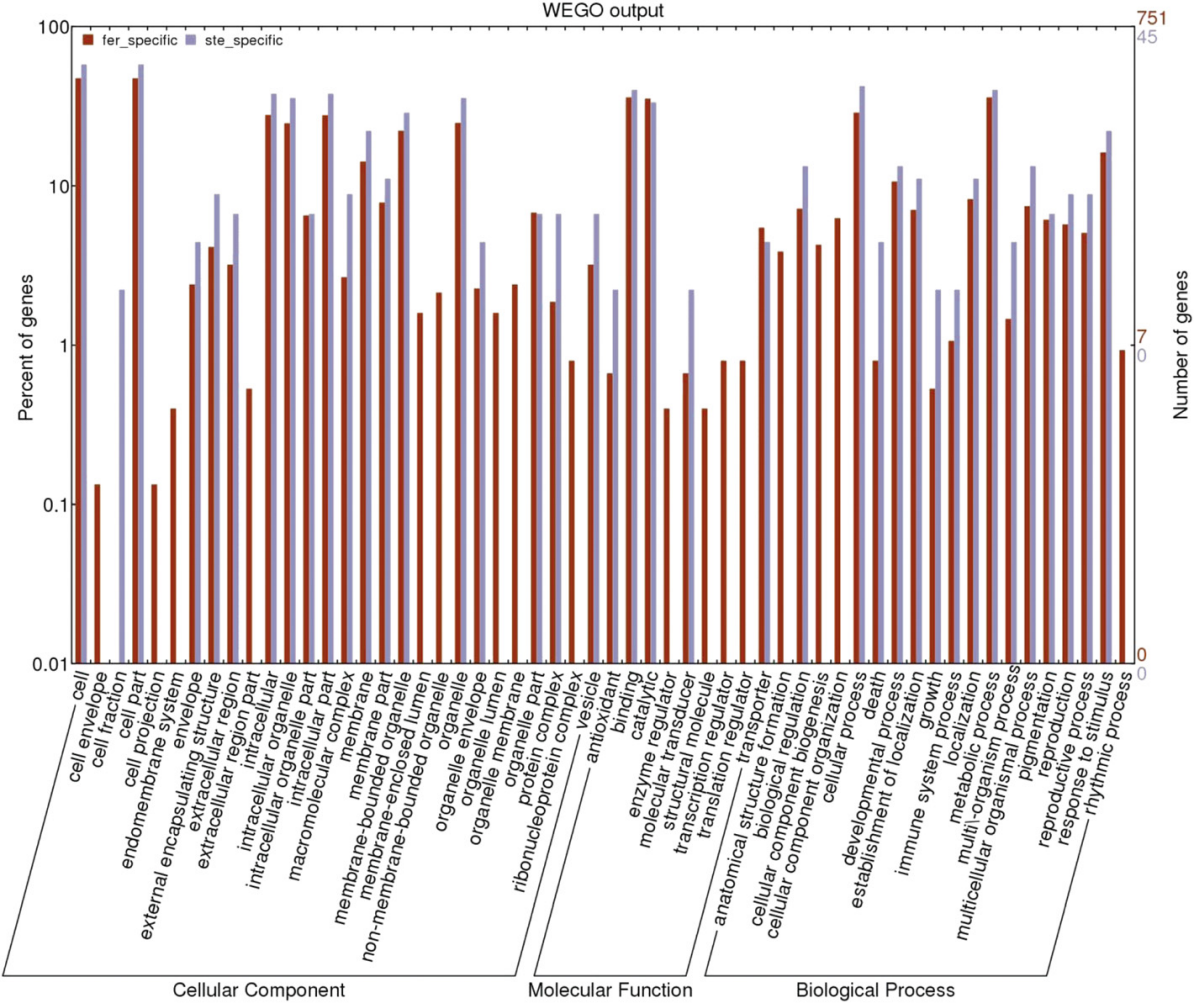
**Histogram showing GO analysis of DEGs which specific to Fer or Ste in *B. rapa.***

### DEGs encoding transcription factors

Transcription factors are essential for the regulation of gene expression. Changes in gene transcription are associated with changes in expression of transcription factors. 

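The words transcription factor or MADS-box occurred in the descriptions of 59 records, 37 of them from *Brassica*, with a median of 10 tags over both libraries. Of these records 28 had more tags in Fer, 27 had more in Ste and 4 had equal numbers, and 2 were DEGs. With TMM-scaled libraries, where equal numbers count as higher in Fer, 35 were higher in Fer. A *B*. *napus* mRNA for a bHLH transcription factor had 0 tags in Ste and 663 tags in Fer (244.2 TPM, 95% CI 226 to 264; FDR 3.27e-199 from the exact test). A *B*. *oleracea* mRNA for the MADS-box protein FUL-b had 57 tags in Ste and 17 in Fer (20.6 and 6.26 TPM, log2 ratio -1.72, FDR 9.6e-05 from the exact test). FUL-b was no longer a DEG with TMM-scaled libraries, with Benjamini-Yekutieli adjustment, at an absolute log2 ratio of at least 2 or at a BCV of 0.2.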

Our DGE results showed that among the significantly DEGs, there were forty-five transcription factors for *B*. *rapa*, including fifteen up-regulated and thirty down-regulated genes (Additional file 2). Among up-regulated *B*. *rapa* transcriptional factors, six ones were specific to Fer plants, including calmodulin-binding protein, mutant TFIIF-alpha, TBP1 (TATA binding protein 1), TBP1 (Telomere-binding protein 1, DNA binding factor (AT-HSFB2B, ATHSFA2) (Additional file 2). For *B*. *oleracea*, there were fifty-seven transcription factors whose expression were dramatically altered, including thirty-nine down-regulated and eighteen up-regulated genes among which six ones were only expressed in Fer. And these transcription factors were ATNAC2, ATHSFA2, transcription factor IID-1 and three unknown proteins (Additional file 2). Further study would be needed to reveal the molecular basis of gene expressional regulation.

### Genes involved in carbon metabolism

Many genes involved in carbon metabolism were differentially expressed between Fer and Ste. Altered expressions of numerous genes involved in pentose phosphate pathway, starch and sucrose metabolism, fructose and mannose metabolism and carbon fixation in photosynthetic organisms were observed. For example, in *B*. *rapa*, twenty genes involved in pentose phosphate pathway showed changed expression. Those genes with increased transcript abundance in Fer encoded glucose-6-phosphate dehydrogenase (Bra028474), three proteins transferring phosphorus-containing groups (Bra025751, Bra025751 and Bra025751), transaldolase-like pro-tein (Bra006197), ribose-phosphate pyrophosphokinase 1/phosphoribosyl diphosphate synthetase 1 (PRSI) (Bra005344), members performing aldehyde-lyase activity (Bra028543, Bra017233, Bra009517, Bra019639 and Bra006960), and the TPMs for these transcripts were up-regulated by 1.0 to 2.1-fold. 

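Descriptions with words for enzymes of starch and sucrose metabolism were found on 8 records, which held 75 tags in Ste and 88 in Fer. Of these 6 had more tags in Fer, 1 had more in Ste and 1 had equal numbers, and none was a DEG. The record with the most tags among them had 50 tags over both libraries, fewer than the number needed to call a 2-fold difference.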

The eighty-four genes involved in starch and sucrose metabolism were differentially expressed including two genes encoding UDP-glucosyltransferase proteins (Bra009830, Bra015364) and six genes encoding carbohydrate phosphatase proteins (Bra019370, Bra031879, Bra015497, Bra022549, Bra038548, Bra028254). Their expressions were increased by 1.4 to 10.2-fold in Fer. 

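Enzymes of fructose and mannose metabolism were described on 3 records. The *B*. *napus* mRNA for the fructose-1,6-bisphosphatase precursor had 95 tags in Ste and 37 in Fer (34.4 TPM, 95% CI 28.2 to 42.1, and 13.6 TPM, 95% CI 9.89 to 18.8). The description names a chloroplast protein, and the record was not paired with the paper's gene. Its log2 ratio was -1.34 (FDR 2.03e-05 from the exact test). It was not called at a BCV of 0.2 or at an absolute log2 ratio of at least 2. The *B*. *napus* plastidial phosphoglucomutase had 147 tags in Ste and 170 in Fer, a log2 ratio of 0.23 that was not significant (FDR 0.342 from the exact test). The *Arabidopsis* hexokinase-like 3 record had 0 and 2 tags, under the floor of the depth.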

In fructose and mannose metabolism, there were five down-regulated genes, including 6-phosphofructokinase protein family (Bra030394, Bra038519, Bra011089, Bra012940) and phosphoglucomutase-like protein (Bra016184 ), and five up-regulated gene including pfkB-type carbohydrate kinase family protein (Bra014540, Bra007452, Bra029158, Bra028279) and fructose-1,6-bisphosphatase (Bra014841).

### DEGs involved in citrate cycle (TCA cycle) and oxidative phosphorylation

Mitochondria are the cellular site of numerous metabolic pathways including the tricarboxylic acid cycle (TCA cycle), respiratory electron transfer and ATP synthesis [31-33]. The amplification, recombination and rearrangement of mitochondrial genomes could cause dysfunction of mitochondria leading to CMS. Altered flower phenotype or defects in pollen formation are presumed to be secondary effects of the mitochondrial mutation, and the primary defect may be a reduction in the efficiency of respiration or the impairment of other mitochondrial function. Using *B*. *rapa* sequences as reference, altered expressions of numerous genes involved in the citrate cycle and oxidative phosphorylation were observed. For example, a total of 12 DEGs were involved in TCA cycle and 11 of which showed decreased transcript abundance in Ste. Down-regulated genes in Ste encoded Class II fumarase (Bra021413), succinate dehydrogenase (Bra033006), PLASTID E2 SUBUNIT OF PYRUVATE DECARBOXYLASE (Bra017345, Bra028057, Bra025167), citrate-synthase (Bra014513, Bra007417), dihydrolipoamide dehydrogenase (Bra001645), IAA-conjugate-resistant 4 (Bra012418), and NADP-specific isocitrate dehydrogenase (Bra004134, Bra038201), whereas malate dehydrogenase 2 (Bra028624) was up-regulated. In addition, twenty DEGs were involved in the oxidative phosphorylation pathway. 

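Only 2 records were described with names of TCA cycle enzymes. The *Arabidopsis* citrate synthase 5 (CSY5) record had 0 tags in Ste and 19 in Fer (7.00 TPM, 95% CI 4.48 to 10.9; FDR 5.31e-05 from the exact test), and it was not called at a BCV of 0.2. The *B*. *napus* mRNA for mitochondrial malate dehydrogenase had 51 tags in Ste and 45 in Fer. Its log2 ratio was -0.16 (FDR 0.731 from the exact test), and 0.06 with TMM-scaled libraries, with no significant difference in either.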

Nine genes were associated with NADH dehydrogenase, one gene was associated with succinate dehydrogenase/fumarate redutase and ten genes were involved in ATP synthase. Using *B*. *oleracea* sequences as reference, 11 DEGs were involved in TCA cycle and 7 of which performed the same biological function as DEGs from *B*. *rapa* in TCA cycle. According the above results, we then provided an overview about CMS in sterile plants and fertility restoration in fertile plants in Figure 7.

**Figure 7:**
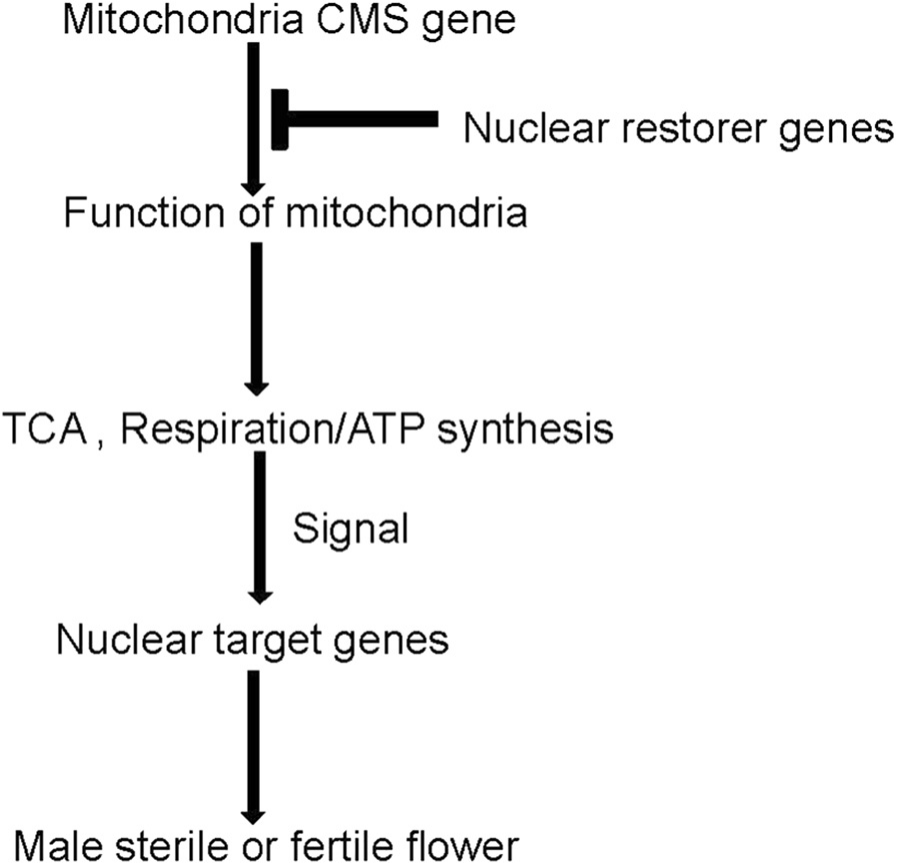
**Overview of CMS in sterile plants and fertility restoration in fertile plants.** Expression of mitochondrial CMS genes led to dysfunction of mitochondria. Products of nuclear restorer genes suppressed the effects of CMS genes. The state of the mitochondria was signaled to nuclear target genes and resulted in male sterile or fertile flower.

### Genes involved in oxidoreductase activity

In enriched GO terms, oxidoreductase activity was the most enriched term. In *B*. *rapa*, 311 DEGs were involved in oxidoreductase activity, including 26 members acting on the aldehyde or oxo group of donors, NAD or NADP as acceptor. For instance, fatty acyl-CoA reductase (alcohol-forming)/ oxidoreductase (Bra034793, Bra038691), also named MS2 (male sterility 2), acting on the CH-CH group of donors, NAD or NADP as acceptor, was specific to Fer. 

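A *B*. *napus* mRNA described as male sterility protein 2 had 0 tags in Ste and 1541 in Fer, and a male sterility 2 mRNA of *B*. *rapa* ssp. *chinensis* had 0 tags in Ste and 119 in Fer (FDR 1.59e-34 from the exact test). Both were called under every alternative setting, the BCV of 0.4 included.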

Others were oxidoreductase, acting on the CH-CH group of donors (Bra006625), cinnamoyl-CoA reductase family (Bra021863, Bra035150), 3-chloroallyl aldehyde dehydrogenase/ aldehyde dehydrogenase (Bra010553, Bra017753, Bra011674, Bra018090, Bra024619 and Bra016330), NAD dependent epimerase/dehydratase family (Bra024073), aldehyde oxidase (Bra002347), NAD or NADH binding/catalytic/ glyceraldehyde-3-phosphate dehydrogenase (Bra026068, Bra026904, Bra040146 and Bra019797), cytosolic factor family protein/phosphoglyceride transfer family protein (Bra026185), cobalamin-independent methionine synthase (Bra023645), and unnamed oxidoreductase members (Bra032939, Bra011470, Bra011869, Bra005012, Bra008743, Bra040146 and Bra023487).

### Differential expressed PPR proteins

Proteins which encode pentatricopeptide repeat (PPR) motif are proposed to function as site-specific, RNA-binding adaptor proteins that mediate interactions between RNA substrates and the enzymes that act on them [34-36]. PPR proteins have a central role in plant mitochondrial biogenesis [37]. Most cloned restorer genes encode mitochondria-targeted PPR proteins [38-44]. In this study, when used *B*. *rapa* as reference sequences, there were nine PPR proteins showed differential expression, including two up-regulated PPR proteins (Bra011721 and Bra017411) and seven down-regulated PPR proteins (Bra033892, Bra008587, Bra025761, Bra036629, Bra031484, Bra033866 and Bra017881) in Fer. These PPR proteins were good candidates for studying the link between nuclear and mitochondrial gene expression.

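The word pentatricopeptide occurred in the descriptions of 50 records, all from *Arabidopsis*. They held 158 tags in Ste and 135 in Fer, with a median of 4 tags per record over both libraries and a maximum of 20. None was a DEG, and none reached the 156 tags needed to call a 2-fold difference. Differences of that size could therefore not be called on these records, which hold only the tags assigned to *Arabidopsis* sequences. In the same libraries the paper names PPR DEGs with *B*. *rapa* as reference. The limit is thus one of these records and does not extend to *Brassica* PPR genes. The 7 records with at least 10 tags had a median log2 ratio of -1.39. They were placed among 10000 random lists of 7 records matched on mean TPM. The percentile was 1.39, counting only lists strictly below and no ties. The middle 95% of these lists ran from -1.39 to 1.61. The PPR median equalled its lower end and so did not lie outside it. Over all 50 records, 22 had more tags in Fer, 21 had more in Ste and 7 had equal numbers.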

### Confirmation of tag-mapped genes by qRT-PCR

To confirm the reliability of Solexa/Illumina sequencing technology, fifteen genes were randomly selected for quantitative RT-PCR assays. The results showed that expressions of fourteen genes were consistent between the qRT-PCR and the DGE analyses (Figure 8). And the corresponding primers were listed in Table 3. For the gene which showed the inconsistency between qPCR and DGE, it was likely attributable to the fact that DGE was more sensitive in the detection of low-abundant transcripts and small changes in gene expression than qPCR.

**Figure 8:**
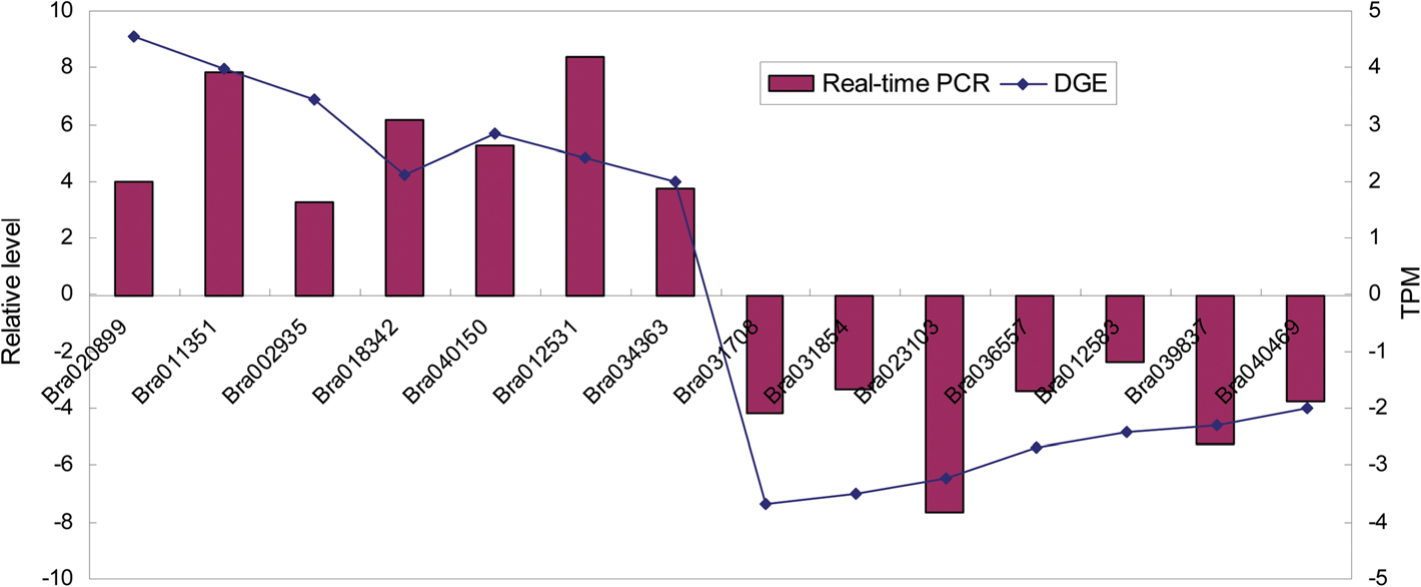
**Real**-**time PCR validations of tag**-**mapped genes.** Relative level, (2−^△CT△CT^); TPM, log2 Ratio (Fer/Ste).

**Table 3:** **The corresponding primers of qRT**-**PCR**

**Primer sequences**	**Amplified genes**
ACTAATTTGCACCGTGTT (S)	Bra020899
GGTAGCGTTTCTGTAAGC (A)	
GAAATCTTTGCTTATCCGCTAT (S)	Bra011351
AAACGCTGAGGCACCTTG (A)	
GTCAGATATTTCGGAAGC (S)	Bra002935
CAAGAGTTGAGAACACCC (A)	
GGCGATATTCTCAGTCCA (S)	Bra018342
CACCTCCAAGTGAAACCC (A)	
GCAGGAGGTGCATTAGCC (S)	Bra040150
ACCCAGCAACAACGAAGC (A)	
TGGCTGGGAACAGAACTT(S)	Bra012531
AGGCTTTCCAGACTACGG (A)	
GAAGTCAATGGGAAAGATG (S)	Bra034363
ACTCGAACAGGCTGAAAC (A)	
CTGTCTATTCTCCCTTCCC (S)	Bra031708
AACGGTTTCCCATTGCTG (A)	
AGTCATCGTCGCCGTTAT (S)	Bra031854
AGGATTTGGTCGCAGTCA (A)	
CGACGGATACAGCACAGG (S)	Bra023103
ACGGCTTGGACTCGTTGTAGAT (A)	
AAGCCTCGCCAAAGAAAC (S)	Bra036557
TCAACGGCATGTGAAAGC (A)	
TCTCCGTTACCATCAATA (S)	Bra012583
TGTAGCCATGTCATCTTT (A)	
GAATACGAACGGAGCAAGA (S)	Bra039837
TGGTTTCCCACCATAAGC (A)	
GCTACATACAAGGTCCAGTT (S)	Bra040469
TAAGATAAGCCGCACAAG (A)	
TGCTATCCAGGCTGTTCT (S)	Actin of *B*. *napus*
TTAATGTCACGGACGATTT (A)	

## Discussion

### Global gene transcription changes in Fer and Ste plants

A global analysis of transcriptome could facilitate the identification of systemic gene expression and regulatory mechanisms. In the present study, a transcriptome profiling of young buds was performed to identify genes that are differentially expressed in Fer and Ste plants. A sequencing depth of 4.5 million tags per library was reached (Table 1), and more than 71% unique tags were matched with the genome and transcriptome of *B*. *rapa* and *B*. *olerace*a, respectively, suggesting that the database selected was relatively complete. Because fertile plants carried one chromosome from *S*. *arvensis* besides 19 *B*. *napus* homologous chromosome pairs, exhibiting normal flower morphology and male fertility, more distinct tags were detected in the Fer library than in the Ste library. In addition, for distinct tags, tags with five folds or greater differences in accumulation accounted for 2.31%, however, among which 2.07% tags increased by at least five folds in Fer. This suggested that more genes were involved in gene expression and gene regulation in Fer. Through annotation of distinct tags, there were 1089 specially expressed unknown tags in Fer, which were neither mapped to *B*. *rapa* nor mapped to *B*. *oleracea* (Additional file 4). We presumed that these tags arose basically from the added alien chromosome of *S*. *arvensis*. Further study of these tags would help to dig genes with desirable agronomic traits from wild species. To identify corresponding genes that were associated with the development of stamens (including anthers) and to elucidate the molecular basis of cytoplasmic male sterility, fertility restoration and improved resistance, we analyzed the most differentially regulated tags with a log2 ratio > 1 or < − 1 using a greater statistically significant value (P < 0.001) as well as false discovery rates (FDR < 0.001). And based on the rigorous algorithm, there were 3231 genes of *B*. *rapa* (Additional file 2) and 3371 genes of *B*. *oleracea* (Additional file 3) which were detected with significant differential expression levels. These DEGs were candidates for further research.

### DEGs specific to sterile and fertile plants

Because fertile plants had normal flower morphology and male fertility versus sterile plants, it was proposed that DEGs specific to fertile plants were associated with stamen development and male fertility, whereas DEGs specific to sterile plants may be involved in CMS. Using *B*. *rapa* as reference, a total of 760 DEGs were only expressed in fertile plants, and 44 DEGs were specific to sterile plants. The specific DEGs could be categorized into 56 categories through GO functional analysis, which were involved in biochemistry, metabolism, growth, development, apoptosis and so on (Figure 6). For fertile specific DEGs, 11 DEGs were involved in pollen wall assembly (GO:0010208), including four chalcone synthase genes (Bra000559, Bra034658, Bra011566, Bra017681), three beta-1,3-glucanase genes (Bra028343, Bra037057, Bra038969), two male sterility 2 (MS2) members (Bra034793, Bra038691) and two gycosyl hydrolases family proteins (Bra014979, Bra001918). 

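Chalcone synthase was described on 2 *B*. *napus* records, both with tags in both libraries. CHSB2 had 147 tags in Ste (53.2 TPM, 95% CI 45.3 to 62.6) and 278 in Fer (102.4 TPM, 95% CI 91.1 to 115). Its log2 ratio of 0.94 (FDR 3.82e-09 from the exact test) lay under the threshold of 1, and it was a DEG with TMM-scaled libraries, where the log2 ratio was 1.16. CHSA2 had 14 tags in Ste (5.07 TPM, 95% CI 3.02 to 8.51) and 31 in Fer (11.4 TPM, 95% CI 8.05 to 16.2), and the intervals overlapped (FDR 0.0642 from the exact test). The *B*. *napus* A6 mRNA for a beta-1,3-glucanase homologue had 0 tags in Ste and 421 in Fer (155.1 TPM, 95% CI 141 to 171; FDR 6.18e-126 from the exact test), and it was called at a BCV of 0.4. Of 8 glycosyl hydrolase records, all from *Arabidopsis*, 4 were higher in Fer and 4 in Ste. One family 28 record with 0 tags in Ste and 17 in Fer was a DEG, and it was not called with Benjamini-Yekutieli adjustment or at a BCV of 0.2, while a family 5 record with 0 tags in Ste and 14 in Fer became a DEG with TMM-scaled libraries.

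**Figure D3:**
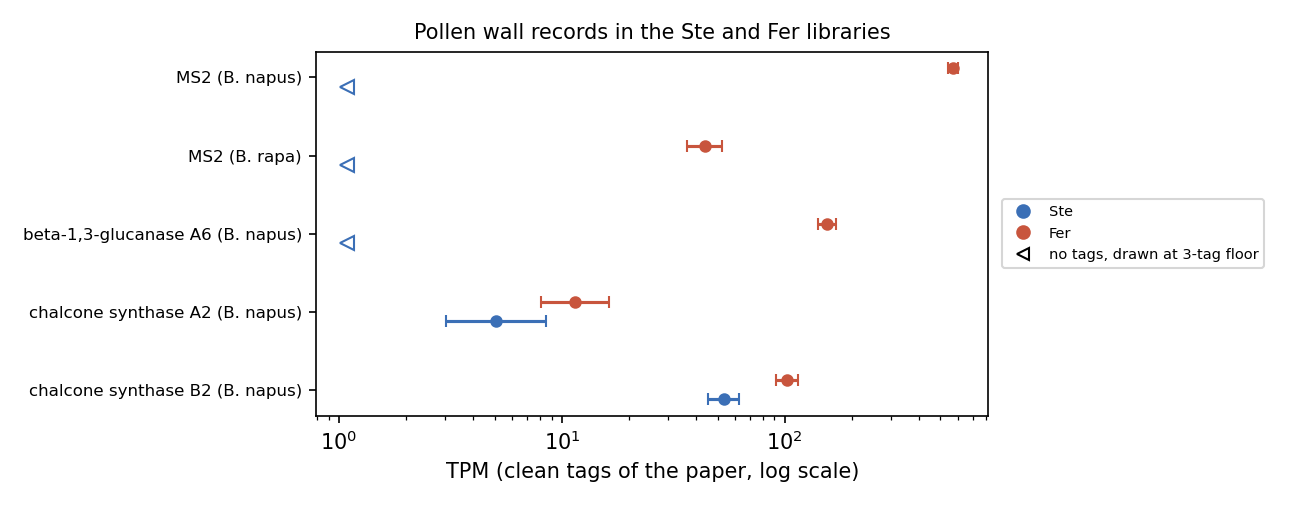
TPM (horizontal axis, log scale) of 5 records of pollen wall genes in Ste (blue) and Fer (red), with 95% Wilson intervals as bars. Open triangles stand for records with 0 tags and are drawn at the floor of 3 tags, 1.09 TPM in Ste; the MS2 and glucanase records had tags in Fer alone, and the chalcone synthase records in both libraries.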

Chalcone synthase was the key enzyme in the flavonoid biosynthesis pathway, which played an important role in many biological functions in plants, including male fertility [45]. Beta-1,3-glucanase genes were involved in male gametophyte development and pollination. Silencing the expression of beta-1,3-glucanase gene by RNA interference in transgenic rice resulted in male sterility due to disruption of degradation of callose in the anther locules at the early microspore stage [46]. For sterile specific DEGs, 40% of the DEGs were assigned to binding, followed by catalytic activity (33.3%), transporter activity (4.4%), antioxidant activity and molecular transducer activity (2.2% for both) with respect to molecule function category.

### DEGs involved in carbon metabolism and energy metabolism

Mitochondrial gene/genome rearrangements may alter the expression of common mitochondrial genes coding for proteins involved in respiration/ATP synthesis, affecting ATP production and/or other processes within mitochondria. A lowered ATP production [47] or a reduced carbohydrate accumulation [48] was observed in ‘late stage’ CMS flowers. In this study, 11 of 12 DEGs involved in TCA cycle were down-regulated in Ste (Additional file 10). DEGs were also involved in respiration/ATP synthesis and oxidoreductase activity. A total of 20 genes were involved in the oxidative phosphorylation pathway, having effects on NADH dehydrogenase, succinate dehydrogenase/fumarate redutase and ATP synthase (Additional file 10). Oxidoreductase activity was the most enriched GO term (Additional file 5), whereas oxidative stress during microsporogenesis was thought to induce a premature abortion of tapetal cells due to programmed cell death (PCD) in CMS sunflower [49] and rice [50]. In addition, altered expressions of numerous genes involved in pentose phosphate pathway, starch and sucrose metabolism, fructose and mannose metabolism and carbon fixation in photosynthetic organisms were also observed (Additional file 10). The nature of the mitochondrial genes that influence the expression of nuclear genes were unclear. And thus further investigations on these candidate genes help to illuminate the primary targets and downstream components of CMS-associated mitochondrial signaling pathways in *Nsa* CMS line.

### Differentially expressed PPR proteins

Nuclear genomes have crucial roles in mitochondrial biogenesis and function [31,51]. An estimated 10% of eukaryotic nuclear genes encode proteins that are targeted to mitochondria following synthesis on cytosolic ribosomes [32,52]. It has been proposed that the majority of PPR proteins are targeted to plastid or mitochondria [34], and many genetic and biochemical studies conclude that PPRs directly bind to a specific RNA sequence and promote anterograde regulation such as post-transcriptional splicing, processing, editing or regulating mRNA stability [53-60]. From about 450 PPR proteins in *Arabidopsis*, more than 60% are predicted to be targeted to mitochondria [34]. PPR motifs have been suggested to possess binding properties to proteins [61] as well as to RNA [62]. In humans, a PPR related protein with RNA-binding activity is associated with both nuclear and mitochondrial mRNAs and discussed as a potential candidate for a factor that may link nuclear and mitochondrial gene expression [63]. Mutant versions of this protein were shown to be associated with cytochrome c oxidase deficiency in humans [64,65]. Hence, PPR proteins are good candidates for nuclear-encoded factors controlling distinct steps of transcript maturation in mitochondria. Many of them may turn out to be essential players in CMS systems. In addition, PPR proteins have been identified as targets of different miRNAs [66,67]. In this study, when the genome and transcriptome of *B*. *rapa* were used as reference sequences, there were nine PPR proteins showed differential expression, including two up-regulated PPR proteins and seven down-regulated PPR proteins in Fer. These PPR proteins were good candidates for studying the link between nuclear and mitochondrial gene expression.

### Other DEGs

In addition to the genes described above, several other transcript profiles were altered between Ste and Fer. Transcriptional factors play important roles in plant growth and development as well as in hormone and stress responses. A single transcription factor can regulate expression of multiple genes. Therefore, alteration in the expression of transcription factor genes normally results in dramatic changes to a plant [68-70]. As a practical consequence, engineering of transcription factor genes provides a valuable means for manipulation of plants [69]. Our DGE results showed that among the significantly DEGs, there were forty-five transcription factors for *B*. *rapa*, these transcription factors might therefore be potent tools to engineer enhanced stress tolerance in oil crops [71,72].

Two male sterility 2 (MS2) members (Bra034793,Bra038691) were found in Fer, using *B*. *rapa* as referece (Additional file 2). 

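The Fer tags of the *B*. *napus* MS2 mRNA comprised 50 distinct tags on 7 CATG sites. The most frequent, CATGGAATGGCTAAGGCAGAT at site 3 counted from the 3' end, had 530 copies, or 34.4% of the tags on the record, and CATGGAGAAGCCCTTCTCGAT at site 5 had 470 copies.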

*MS2* gene determines a nuclear male sterile mutant (monogenic recessive) phenotype in *Arabidopsis* and was isolated and characterized using the *En*/Spm-I/dSpm transposon-tagging system [73]. The possible function of the MS2 protein was proposed as a fatty acyl reductase in the formation of pollen wall substances [74]. The homologue of *MS2* in *B*. *napus*, *BnapMS2*, was isolated by cold plague screening from *B*. *napus* anther specific cDNA library [75]. Li et al. [76] isolated a fragment homologous to *BnapMS2* gene from digenic recessive GMS line S45AB of *B*. *napus* using RT-PCR technique, and found that there existed an amino acid divergence between fertile S45B and sterile S45A, which may be the putative male sterility site in S45A. Male sterility gene homolog, designated *BcMS2*, expressed only in stage III flower buds of male fertile Chinese cabbage-pak-choi “ZUBajh97-01B” and there were no detection in all organs of Polima cytoplasmic male sterility (CMS) line ‘Bpol97-05A’ and Ogura CMS line ‘Bogu97-06A’ [77]. In this study, MS2 members (Bra034793, Bra038691) were only expressed in Fer, whose TPM was 1766.48 and 480.76, respectively, and then it was suggested that the two genes were involved in the development of Fer pollens.

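In Fer the *B*. *napus* MS2 mRNA had 568 TPM (95% CI 540.1 to 597) and the *B*. *rapa* ssp. *chinensis* mRNA 43.8 TPM (95% CI 36.6 to 52.5). The deposited TPM of the *B*. *napus* mRNA was 669. For both records, 0 tags in Ste left an upper 95% limit of 1.39 TPM for counting error alone. Single-copy tags had been removed beforehand, and any on these records are not covered by that limit.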

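Aldehyde dehydrogenase was described on 2 records, and neither was a DEG. The *B*. *napus* betaine aldehyde dehydrogenase mRNA had 158 tags in Ste and 121 in Fer (57.2 TPM, 95% CI 49.0 to 66.9, and 44.6 TPM, 95% CI 37.3 to 53.3), a log2 ratio of -0.36 (FDR 0.159 from the exact test). The putative aldehyde dehydrogenase mRNA of *B*. *rapa* had 78 and 64 tags, a log2 ratio of -0.26 (FDR 0.415 from the exact test). With TMM-scaled libraries the log2 ratios were -0.14 for the *B*. *napus* record and -0.04 for the *B*. *rapa* record, and neither was a DEG. Without that scaling both lay near -0.28, the median of records with tags in both libraries and at least 10 tags. They therefore show no difference beyond that common shift.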

Three up-regulated aldehyde dehydrogenase members (Bra024619, Bra018090, Bra016330) were found in Fer, using *B*. *rapa* as referece (Additional file 2). Aldehyde dehydrogenases (ALDHs) have been considered as general detoxifying enzymes which eliminate biogenic and xenobiotic aldehydes in an NAD(P)-dependent manner [78]. Maize nuclear fertility restorer gene *Rf2* as “biochemical restorer,” encoding an aldehyde dehydrogenase, plays an important role in oxidizing both aliphatic and aromatic aldehydes, reducing the amount of a toxic aldehyde and rescuing the developing pollen through a metabolic effect [79,80].

## Conclusions

This study has demonstrated the usefulness of the digital gene expression (DGE) approach to identify the differentially expressed genes (DEGs) between the young floral buds of sterile and fertile plants. In total, there were 3231 genes of *B*. *rapa* and 3371 genes of *B*. *oleracea* which were detected with significant differential expression levels. GO and pathway-based analyses indicate that these DEGs were related to many kinds of molecular functions. In addition, there were 1089 specially expressed unknown tags in Fer, which were neither mapped to *B*. *oleracea* nor mapped to *B*. *rapa*, and these unique tags were presumed to arise basically from the added alien chromosome of *S*. *arvensis*. The results provide a strong basis for future research on CMS in *Nsa* line, fertility restoration and improved agronomic traits in NR1 line. Further work should focus on characterizing these candidate target genes.

## Methods

### Plant materials

The sterile and fertile individual plants were derived from the self-pollinated offspring of the F_1_ hybrid between restorer line NR1 and *Nsa* CMS line, which were grown at the experimental station of the Oil Crops Research Institute, Chinese Academy of Agricultural Sciences, Wuhan, China. For Solexa sequencing, young floral buds (less than 2 mm in diameter) were pooled. A total of 0.5 g materials was snap-frozen in liquid nitrogen and stored at −80°C.

### Frozen section

Stamens were fixed with FAA (10% formalin / 5% acetic acid/45% ethanol/0.01% Triton X-100) for 45 min, and rehydrated through an ethanol series. Stamens were then embedded in OCT compound and frozen, sectioned at 10-μm thickness with frozen section machine Leica CM1850 (Germany). Observations were made with an Olympus microscope and photographed.

### RNA extraction and Solexa/Illumina sequencing

Total RNA from five sterile and fertile individual plants, respectively was extracted using the TRIzol reagent (Invitrogen). After precipitation, RNA was purified with Qiagen’s RNeasy Kit with on-column DNase digestion according to the manufacturer’s instructions. Purified RNA samples were dissolved in diethylpyrocarbonate-treated H_2_O, and the concentration determined spectroscopycally. The quality of the RNA was assessed on 1.0% denaturing agarose gel in combination with the Bioanalyzer 2100 (Agilent). For Solexa sequencing, at least 6 μg of total RNA (≥400 ng/μL) was sent to BGI-Shenzhen, China, following the protocol offered by Illumina for sequencing. The main reagents and supplies were the Illumina Gene Expression Sample Prep Kit and Illumina Sequencing Chip (flow cell), and the main instruments were the Illumina Cluster Station and the Illumina HiSeq™ 2000 System. In details, initially, poly-(A) mRNA was isolated from total RNA sample by poly-(T) oligo-attached magnetic beads. Then, the first- and second-strand cDNAs were synthesized and digested with restriction enzyme *Nla* III, which recognized the CATG sites. Following be washed, the Illumina adaptor 1 was ligated to the 5’ ends of cDNA fragments through the sticky CATG site. Subsequently, cDNA fragments were digested by *Mme* I, as a type of endonuclease with separated recognition sites and digestion sites, which cut at 17 bp downstream of the CATG site, producing tags with adaptor 1. After removing 3'- fragments with magnetic beads precipitation, Illumina adaptor 2 was ligated to the 3'- ends of tags, acquiring tags with different adaptors of both ends to form a tag library. After PCR amplification, purification and denaturation, the single-chain molecules were fixed onto the Illumina Sequencing Chip (Flowcell). Then, four types of nucleotides labeled by four colors were added in, and sequencing was performed via the sequencing by synthesis (SBS) method.

### Processing of sequencing tags and gene expression annotation

Sequencing-received raw image data was transformed by base calling into sequence data, (raw data or raw reads), and was stored in FASTQ format. This type of files stored information about read sequences and quality. Each read was described in four lines in FASTQ files. Raw sequences had 3’- adaptor fragments as well as a few low-quality sequences and several types of impurities. Raw sequences were transformed into clean tags after certain data-processing steps. All clean sequencing tags were annotated using the reference sequences which covered all possible CATG+17-nt tag sequences of the genome and transcriptome of *B*. *rapa* and those of *B*. *oleracea*, respectively using blastn, allowing only a 1-bp mismatch. Clean tags mapped to reference sequences from multiple genes were filtered, and the remaining clean tags were designated as unambiguous clean tags. The number of unambiguous clean tags for each gene was calculated and then normalized to TPM (number of transcripts per million clean tags) [81,82].

### Analysis and screening of DEGs

A rigorous algorithm [28] was used to identify the differentially expressed genes (DEGs) between the two samples. The P-value corresponds to the differential gene expression test. The FDR (False Discovery Rate) is used to determine the threshold of P-value in multiple tests and analyses by manipulating the FDR value. Assume that R differentially expressed genes have been selected, among which S genes truly show differential expression and V genes are false positives. If we decide that the error ratio “Q = V/R” must stay below a cutoff (e.g. 1%), we should preset the FDR to a number no larger than 0.01. FDR ≤ 0.001 and the absolute value of | log2Ratio |≥ 1 were used as thresholds to judge the significance of differences in transcript abundance [29]. More stringent criteria with smaller FDR and greater fold-change value can be used to identify DEGs.

### Real-time quantitative RT-PCR (qRT-PCR) analysis

Real-time quantitative RT-PCR (qRT-PCR) analysis was used to verify the DGE results. The RNA samples used for the qRT-PCR assays were the same as for the DGE experiments. Gene-specific primers were designed according to the reference unigene sequences using the Primer Premier 5.0 (Table S4). qRT-PCR was performed according to the TaKaRa manufacturer specifications (TaKaRa SYBR® PrimeScript™ RT-PCR Kit, Dalian, China). SYBR Green PCR cycling was denatured using a program of 95°C for 10 s, and 40 cycles of 95°C for 5 s and 55°C for 30 s and performed on an iQ™ 5 Multicolor Real-time PCR Detection System (Bio- RAD, USA). *B*. *rapa* actin gene was used as a normalizer, and the relative expression levels of genes were presented by 2^-ΔΔCT^.

### GO and pathway enrichment analysis

GO or pathway enrichment analysis applies a hypergeometric test to identify significantly enriched GO terms or pathways in DEGs in comparison to the whole genome background. The formula used is as follows:

(1) $$P=1-\sum_{i=0}^{m-1}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$$

For GO enrichment analysis, N is the number of all genes with GO annotation; n is the number of DEGs in N; M is the number of all genes that are annotated to the certain GO terms; and m is the number of DEGs in M. The p value is corrected by Bonferroni, and we chose a corrected-p value ≤ 0.05 as the threshold value. The GO term (P ≤ 0.05) is defined as significantly DEGs enriched GO term. For pathway enrichment analysis, N is the number of genes with a KEGG annotation, n is the number of DEGs in N, M is the number of genes annotated to specific pathways, and m is the number of DEGs in M. The pathways with a Q value of ≤ 0.05 are defined as those with significantly differentially expressed (enriched) genes.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

XHY contributed to the experimental design and management, data analysis, and manuscript preparation. CHD and JYY contributed to tissue collection, RNA extraction and quantitative RT-PCR, data analysis, manuscript organization and revision. WHL, CHJ, JL and XPF prepared the plant materials. QH provided the NR1 and *Nsa* CMS materials. WHW designed and managed the experiments, organized and reviewed the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** Sequencing saturation analysis of the two libraries of Ste and Fer. The number of detected genes was enhanced as the sequencing amount (total tag number) increased. A, Ste tags mapped to *B*. *oleracea*; B, Fer tags mapped to *B*. *oleracea*; C, Ste tags mapped to *B*. *rapa*; D, Fer tags mapped to *B*. *rapa.* Click here for file

Additional file 2 **DGEs of *B. rapa.*** Click here for file

Additional file 3 **DGEs of *B. oleracea.*** Click here for file

Additional file 4 **Specially expressed Tags in Fer, which were neither mapped to *B. oleracea *nor mapped to *B. rapa.*** Click here for file

Additional file 5 **Significantly enriched GO terms of DEGs in *B. rapa, *associated with molecular function.** Click here for file

Additional file 6 **Significantly enriched GO terms of DEGs in *B. oleracea, *associated with molecular function.** Click here for file

Additional file 7 **Significantly enriched GO terms of DEGs in *B. oleracea, *associated with biological processes.** Click here for file

Additional file 8 **Significantly enriched GO terms of DEGs in *B. rapa, *associated with biological processes.** Click here for file

Additional file 9 **Pathways corresponding to DEGs from *B. oleracea.*** Click here for file

Additional file 10 **Pathways corresponding to DEGs from *B. rapa.*** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

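Transcripts were measured in young floral buds below 2 mm in diameter, pooled from 5 sterile plants (Ste) and from 5 fertile plants (Fer), with 1 tag library for each. Because a condition had a single library, biological variation could not be estimated, edgeR's quasi-likelihood test could not be fitted, and every test compares the 2 libraries.

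The authors made the libraries with NlaIII and MmeI, removed low-quality tags and single-copy tags, and assigned tags to reference sequences with at most 1 mismatch, as their methods state. The deposited counts are whole numbers of tags per record and per distinct tag, with no normalization. The deposited TPM values are these counts per 1000000 tags of a library total chosen by the authors. The authors' methods describe B. rapa and B. oleracea genes as references, but the records of the deposited tables are mRNA entries and ESTs, and 0 of the 34480 records carried such a gene identifier or matched the RefSeq gene table. The comparisons planned for B. rapa and B. oleracea genes were therefore not run, and the planned test, thresholds and alternatives were applied to the records instead. Records of one gene family can share tags, and the authors listed each distinct tag for 1 record, so counts of near-identical copies are uncertain.

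Library sizes were the paper's 2760574 (Ste) and 2714441 (Fer) clean tags, of which 400888 and 398571 lay on records. The floor for records without tags, 3 tags, was 1.09 TPM in Ste and 1.11 TPM in Fer, and 95% Wilson intervals were computed for single shares. Each record was tested with the two-sided exact test of Audic and Claverie and Benjamini-Hochberg FDR, at FDR of at most 0.001 and an absolute log2 ratio of at least 1, with 0.01 TPM for a record without tags. The alternatives were Fisher's exact test, an upper tail that includes the observed count, the Benjamini-Yekutieli adjustment, library sizes from the tags on records, from the clean tags with single-copy tags, and scaled by TMM factors, a pseudocount of 1 TPM, a minimum of 10 tags, an absolute log2 ratio of at least 2, FDR of at most 0.01, and edgeR's exact test with an assumed BCV of 0.2 or 0.4. The medians of lists of records were placed among 10000 random lists of the same size matched on mean TPM in 20 bins, from records with at least 10 tags. Saturation was computed from 100 random draws per depth. Additional files 2, 3 and 4 were compared with the deposited tables.

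The exact test was tested on simulated data, with 200 of the records changed 4-fold among 33526 simulated records. It called 103 of the 200 changed records (51.5%) in the right direction and 0 unchanged records. The median absolute log2 ratio of the changed records was 2.06. The simulated counts had sampling error alone, which the test assumes, so few false calls were fixed in advance. They do not test biological variation. Changed records came from those with at least 10 expected tags, counted before the change. Among those with at least 30 such tags per library, 45 of 57 were called, which missed the requirement of the first version of this test. The requirement was then moved to at least 60 expected tags, where 18 of 18 were called, so that it was set after the failure. The random lists were tested on 20 lists of 40 records drawn at random, of which 0 fell outside the middle 95%. A list raised by 1 on the log2 scale lay at percentile 99.99. Lists as short as the 7 PPR records were not tested in this way.

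The mapping of libraries to conditions, the main test, its thresholds, the rule for named records and the alternatives above were set before the data were examined. Set after they had been examined were the words that define families and source libraries of ESTs, which were written after searches of the descriptions with counts in view, the definition of 5-fold tag shares by tags present in both libraries, the library total implied by the deposited TPM, the removal of single-copy tags from the draws, and the use of records in place of genes. All records that matched the final words are counted. Named records were the 3 with the most tags among Fer-specific and among Ste-specific DEGs, the 3 DEGs with the largest and the 3 with the smallest log2 ratio among records with tags in both libraries. To these were added, after the data had been examined, all records of the families with at most 3 records and the DEGs of the larger families (PPR, transcription factors, glycosyl hydrolases, starch and sucrose metabolism), 26 records in all. Oxidative phosphorylation and the pentose phosphate pathway had 0 matching records. Quantitative RT-PCR, GO terms and KEGG pathways were not analysed here.

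The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.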

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

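Each pattern described next was noticed before its tests were chosen, and the tests were chosen before their own results were seen. All of them compare 1 library with 1 other, so a difference between the libraries that has nothing to do with fertility (batch, plants or bud stage) was not tested and remains open for each pattern.

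Of the tags that the paper lists as matching neither reference and presumes to come from the alien chromosome, 184 lay on *Brassica* or *Arabidopsis* records in Fer. If the records that carry them had little expression in Ste, their tags at other CATG sites should be higher in Fer too. Of the 38 records with at least 5 such tags, 68.4% had at least 2-fold more of them in Fer, against 23.5% of all records with at least 5 tags, and the other tags summed to 506 in Ste and 3951 in Fer. If the listed tags were variants of tags that Ste holds, most should have a Ste tag 1 base away at the same site, and 21.7% did. That share could hardly have been high, since 98 of the 130 records had no Ste tag. Each distinct tag was listed for 1 record, so a Ste variant listed for another record is missed. The share therefore does not rule out variants. From the tags at other sites, a candidate explanation is that part of the list comes from genes with little expression in Ste. A transcript of the *S*. *arvensis* chromosome with the same tag sequences would give the same pattern, and no *S*. *arvensis* sequence was used here to tell them apart.

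A *B*. *napus* bHLH transcription factor record had 663 tags in Fer and 0 in Ste, and the paper's text does not name it. If a single misassigned tag gave this signal, all tags would be 1 sequence. They comprised 26 distinct tags on 11 CATG sites, the largest with 27.5% of the tags. Higher expression in Fer is a hypothesis that may explain it, and the record was called at a BCV of 0.4.

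The EST record with the most tags found in Fer alone had 4058 tags. ESTs are not paired with the paper's genes, so whether the paper reports this transcript under a gene name could not be told. All its tags lay at 1 CATG site, and the largest held 89.3% of them. The next 2 tags, with 56 and 51 copies, each differed from it by 1 base, as errors in reading a single sequence would. The 39 distinct tags therefore do not speak against a single tag, and the pattern cannot be told apart from a tag misassigned to this record from another transcript.

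Among the 729 ESTs from anther libraries, 95 were called higher in Fer and 9 lower. DEGs made up 14.3% of the anther ESTs and 4.27% of the other records. If the abundance of these records explained it, their median log2 ratio should lie among matched random lists. The lists take only ESTs with at least 10 tags, 361 of the 729. The median of these 361, 0.61, lay at percentile 100, the middle 95% running from -0.39 to -0.10. If ESTs of any single-tissue library stood apart in this way, root, leaf or seed ESTs should lie high too, and the highest of the 3, root, lay at percentile 14.97. Seed (percentile 0.15) and leaf (percentile 0) lay below the middle 95% of their lists, so they stood apart as well, but on the low side, opposite to the anther ESTs. With TMM-scaled libraries 105 anther ESTs were called higher in Fer, but that scaling moves log2 ratios towards Fer (other records called higher rose from 872 to 1104), so the count could not test scaling. A scaling factor moves all ESTs alike, however, and so does not part the anther ESTs from matched lists. At a BCV of 0.4 38 anther ESTs were called. Of the 35 pollen ESTs, 13 had at least 10 tags. They lay at percentile 60.47, with a wide middle 95% from -0.88 to 0.75. A hypothesis is that anther transcripts may be less abundant in Ste buds, through expression or through the amount or stage of anther tissue.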

How the results depend on the processing

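The records detected, the DEG counts in all and per family, the shares of tags and 26 named records were recomputed under each applicable alternative. The numbers of records higher in Fer were recomputed per family, with TMM scaling and a pseudocount of 1 TPM. With TMM scaling the transcription factor records higher in Fer rose from 32 to 35 of 59, where equal numbers count as higher. Up-regulated records outnumbered down-regulated ones under all 13 alternatives, but the numbers of DEGs depended on the processing. Against 1545 DEGs, 967 up-regulated and 578 down-regulated, an assumed BCV of 0.2 gave 481, 455 and 26, and a BCV of 0.4 gave 153, 153 and 0. With these BCV values the Ste-specific DEGs fell from 42 to 6 and 0, and with 0.4 the Fer-specific DEGs fell from 528 to 143. The true BCV cannot be estimated from 1 library per condition, so how many down-regulated and Ste-specific records exceed biological variation could not be told.

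Down-regulated records numbered 371 with the Benjamini-Yekutieli adjustment, 327 with TMM-scaled libraries, 206 at an absolute log2 ratio of at least 2 and 1003 at FDR of at most 0.01. Ste-specific DEGs numbered 19 with Benjamini-Yekutieli and 128 at FDR of at most 0.01, where the DEGs numbered 2432 in all. With TMM-scaled libraries 28 DEGs were Ste-specific, against 42. TMM scaling moved the log2 ratios of records with tags in both libraries by 0.22. The other DEG counts stayed within 1.5 times of the counts first given.

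The percentile of the PPR records, 1.39, was 2.19 with a pseudocount of 1 TPM and 0.67 with 50 bins, on 7 records only, and the cause was not tested. The number of TCA cycle records higher in Fer was 1 of 2, and 2 with TMM-scaled libraries, where the log2 ratio of malate dehydrogenase reversed from -0.16 to 0.0648; the record was not called in either, and a common shift of 0.22 changes the sign of any negative log2 ratio this close to 0. At least 10 tags were found on 10630 records in Ste and 10459 in Fer, which reversed the order of the libraries, and at 2000000 drawn tags on 8158 and 7975. Setting an absent tag to 1 copy, an alternative chosen after the data were seen, raised the shares of tags with a 5-fold difference to 7.13% (higher in Fer) and 2.68% (lower).

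Of the 26 named records, 19 were called first. Over the 13 settings they lost their call in 19 cases and gained one in 1 case, 10 of the losses at a BCV of 0.4 and 4 at 0.2. The family 5 glycosyl hydrolase record, which is not among the 26, gained a call with TMM-scaled libraries, with a minimum of 10 tags and at FDR of at most 0.01.

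Of the family DEG counts, glycosyl hydrolases had 1 DEG, 2 under those 3 settings, and 0 with Benjamini-Yekutieli and at a BCV of 0.2 and 0.4. Transcription factors had 2, and 1 with Benjamini-Yekutieli, TMM, an absolute log2 ratio of at least 2 and either BCV. PPR had 0, and 1 at FDR of at most 0.01. Chalcone synthases had 0, and 1 with TMM. TCA cycle enzymes and fructose and mannose metabolism had 1 each, and 0 at either BCV, the latter also 0 at an absolute log2 ratio of at least 2. The other counts per family stayed the same. Both MS2 records, the A6 glucanase and the bHLH record stayed called under all 13 settings. A 2-fold difference needed 156 tags, and none of the PPR records, all from *Arabidopsis*, held that many. The tests planned for B. rapa and B. oleracea genes were not run, because 0 records carried their gene identifiers. Those for oxidative phosphorylation and the pentose phosphate pathway were not run, because 0 descriptions matched their words. ESTs were not paired with genes, so whether some belong to these pathways could not be told. No paired analysis was possible because each condition has 1 library.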

Differences from the paper's values

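The paper's values are for *B*. *rapa* and *B*. *oleracea* genes, or for all clean tags, and the values given here are for the records of the deposited tables.

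For the *B*. *rapa* reference the paper gives 3231 DEGs, 1855 up-regulated and 1376 down-regulated, and for the *B*. *oleracea* reference 3371, 1886 and 1485. The records gave 1545 DEGs, 967 up-regulated and 578 down-regulated. With FDR of at most 0.01 the numbers were 2432, 1429 and 1003, within 1.5 times of the paper's for both references; none of the other alternatives set before the data were examined came within that range for any of these 3 counts.

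The share of tags with a decrease of at least 5-fold in Fer was 1.41%, against the paper's 0.24%. Setting an absent tag to 1 copy, chosen after seeing the values, gave 2.68%, and no alternative had been set for this share before the data were examined.

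Tags with more than 100 copies made up 0.506% of the distinct tags in Ste and 0.399% in Fer, against the paper's 1.3%. The excess of distinct tags in Fer was 2656, against the paper's 11344. The records held only part of the distinct tags, 44458 in Ste and 47114 in Fer, so these excesses are on different scales. No alternative was set for these values.

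The most abundant MS2 record had 568 TPM in Fer, against 1766.48 TPM for the paper's most abundant MS2 gene. It had 3866 TPM with the tags on records as library size, 613 with TMM scaling and 376 with single-copy tags included, and none of these alternatives set before the data were examined closed the gap. With the library total implied by the deposited TPM, chosen after seeing the values, it had 669 TPM. ESTs were not paired with genes, so tags on any ESTs of MS2 are not counted in it. The EST clone MPIZp1022I074Q had 4058 Fer tags and a deposited TPM of 1760.89, near the paper's 1766.48. Additional file 2 lists 4795 Fer tags for Bra038691, the gene with that TPM. Near values do not identify a transcript, so whether this EST comes from MS2 could not be told.

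The paper names Bra034793 before Bra038691 when it gives their TPM, with the larger value first. Additional file 2 lists 4795 Fer tags for Bra038691 and 1305 for Bra034793, the opposite order.

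The legend of Figure 2A gives the smaller share to the tags up-regulated at least 5-fold in Fer, and the text gives them the larger one. On the records, 2.36% of the tags were higher in Fer and 1.41% lower.

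The paper names chalcone synthase genes among its Fer-specific DEGs, and the CHSA2 and CHSB2 records, which are not paired with those genes, had 161 tags in Ste and 309 in Fer. It names aldehyde dehydrogenase members that were up-regulated in Fer, and the 2 records had 236 tags in Ste and 185 in Fer, with no DEG. It counts fructose-1,6-bisphosphatase among the up-regulated genes. The *B*. *napus* record, for a chloroplast protein and not paired with that gene, had 95 tags in Ste and 37 in Fer. The paper counts a phosphoglucomutase-like protein among the down-regulated genes, and the plastidial phosphoglucomutase record had 147 and 170 tags, with no significant difference. It names DEGs of starch and sucrose metabolism, and 0 of the 8 records were DEGs. It names PPR genes as DEGs, mostly down-regulated in Fer. Of the 50 PPR records, all from *Arabidopsis* with few tags, 0 were DEGs, or 1, lower in Fer, at FDR of at most 0.01. The paper states that most transcription factor DEGs were down-regulated in Fer, and of the 2 among the records 1 was up-regulated and 1 down-regulated. It states that the listed Fer tags matched neither reference, and 19 of them lay on *B*. *rapa* and 5 on *B*. *oleracea* records of the deposited Fer table.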

Other observations

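The patterns next were noticed first and then tested, and the TMM test of the median log2 ratio and the tolerance for P-values in Additional files 2 and 3 were chosen after their results had been seen.

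The copies of the 184 listed tags in the deposited Fer table were fewer than in Additional file 4 for 175 tags and more for 0. If the table had been made from a random part of the clean tags, the share kept should vary between tags by binomial sampling alone. It varied more (chi-square 902 on 183 degrees of freedom, p = 2.01e-95), so a random part alone does not account for it. No biological explanation was tested, since both counts are of the same library.

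More distinct tags were found in Fer than in Ste, 2656 in all. If sequencing errors of abundant tags gave the excess, it should vanish without tags 1 base away from a tag with at least 20 times their copies. There were 2350 such tags in Ste and 2241 in Fer, and without them the excess was 2765. At an equal depth of 398571 tags the mean excess was 2656.48. Fer already held fewer tags than Ste, so this comparison could hardly have come out otherwise. In the whole libraries Ste was the deeper, with 4415866 raw and 2760574 clean tags, against 4244140 and 2714441 in Fer. These totals argue against greater depth in Fer as the source of the excess.

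None of the PPR records was a DEG, and 0 of the 50 held the 156 tags needed for a call at exactly 2-fold. Larger differences were called with as few as 15 tags in 1 library or 23 tags over both. Of the PPR records, 47 held fewer than 15 tags, and the other 3 had tags in both libraries and fewer than 23, so none held as many tags as the DEGs with the fewest. At FDR of at most 0.01 there was 1 PPR DEG, lower in Fer.

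The median log2 ratio of the 16083 records with tags in both libraries and at least 10 tags was -0.28. With TMM-scaled libraries it was -0.0572. TMM centres the log ratios near 0 whatever moved them, so this value does not test whether the Fer-specific DEGs, with 11.8% of the Fer tags, took tags from the others.

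In the part of Additional file 2 that was read, the exact test gave a P-value within 1% of the paper's, or both at the lower limit of the paper's values, for 727 of 751 genes with no Ste tags and for 20 of 578 genes with tags in both libraries. For 422 of the latter the paper's P-value was more than 10 times larger. In Additional file 3 the numbers were 695 of 716, 96 of 651 and 352.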
